# INTACT vs. FANS for Cell-Type-Specific Nuclei Sorting: A Comprehensive Qualitative and Quantitative Comparison

**DOI:** 10.3390/ijms22105335

**Published:** 2021-05-19

**Authors:** Monika Chanu Chongtham, Tamer Butto, Kanak Mungikar, Susanne Gerber, Jennifer Winter

**Keywords:** FANS, INTACT, nuclei sorting, neuronal nuclei, ATAC-Seq, RNA-Seq

## Abstract

Increasing numbers of studies seek to characterize the different cellular sub-populations present in mammalian tissues. The techniques “Isolation of Nuclei Tagged in Specific Cell Types” (INTACT) or “Fluorescence-Activated Nuclei Sorting” (FANS) are frequently used for isolating nuclei of specific cellular subtypes. These nuclei are then used for molecular characterization of the cellular sub-populations. Despite the increasing popularity of both techniques, little is known about their isolation efficiency, advantages, and disadvantages or downstream molecular effects. In our study, we compared the physical and molecular attributes of sfGFP+ nuclei isolated by the two methods—INTACT and FANS—from the neocortices of Arc-CreERT2 × CAG-Sun1/sfGFP animals. We identified differences in efficiency of sfGFP+ nuclei isolation, nuclear size as well as transcriptional (RNA-seq) and chromatin accessibility (ATAC-seq) states. Therefore, our study presents a comprehensive comparison between the two widely used nuclei sorting techniques, identifying the advantages and disadvantages for both INTACT and FANS. Our conclusions are summarized in a table to guide researchers in selecting the most suitable methodology for their individual experimental design.

## 1. Introduction

The mammalian system consists of distinct and highly specific cell types that contribute to a given tissue’s function and, ultimately, promote the organism’s survival. Therefore, cell-specific studies have become highly relevant in uncovering such specific mechanisms. In recent years, many studies focused on developing different techniques to investigate the cells’ molecular properties, ranging from bulk to single-cell populations [1,2]. Fluorescence-activated cell sorting (FACS) has been widely used in a variety of molecular studies as a method to isolate populations using endogenous or external fluorescence tagging [3,4] since its introduction in the 1970s [5]. With the increasing interest in the genomic and epigenetic properties of specific cell types, the research focus has shifted to nuclei isolation techniques. Therefore, a variant of FACS was adapted, “fluorescence-activated nuclei sorting” (FANS), to isolate specific nuclei populations using nuclear fluorescence tags [6,7].

Although flow cytometry is a widely used technique to separate specific cells/nuclei populations, certain disadvantages have been associated with it. For instance, FACS/FANS requires high-cost equipment and specially trained people. These requirements can be an unaffordable obstacle, particularly for smaller labs. Additionally, it is challenging to sort morphologically complex cells such as cells from the central nervous system [8,9]. The high hydrodynamic stress forms one of the major challenges [10,11], as this could trigger cellular stress responses leading to a subsequent modification of different molecular profiles [8,12,13,14]. Apart from this, FACS/FANS also comes with a high time–cost factor to isolate rare cell populations at a multiscale level [1,9,15]. 

As an alternative, Deal and Henikoff [15] demonstrated a proof of principle for magnetic sorting of nuclei using genetically modified plants with the technique “isolation of nuclei tagged in specific cell types” (INTACT). Since then, this method has been adapted to model organisms such as *C. elegans, D. melanogaster* [16,17], and other mammalian systems [18,19]. Mo and colleagues introduced INTACT to sort activated neuronal (sfGFP+) populations in the mammalian brain [10,20]. Since then, the use of INTACT has been extended to distinct neuronal cells [18,19,21,22], cardiomyocytes [23,24,25], and hepatocytes [26,27]. INTACT and flow cytometry-based techniques from multiple literature data have already been reviewed in [1]. However, data of a systematic comparison, displaying the physical differences in the sorted nuclei, the overall efficiency of isolation, and subsequent molecular analyses between these two techniques are still lacking. Additionally, neither method has been tested or optimized for sorting small nuclei numbers, which are important for distinguishing between the numerous cellular subtypes’ expression profiles in the brain. For simplicity, FANS will be utilized as the default term to describe the work presented unless mentioned otherwise. 

In this study, we used a transgenic mouse model (Arc*^creERT2(TG/WT)^*.R26*^CAG-Sun1-sfGFP-Myc(M/WT or M/M)^*) to establish and compare the two techniques—INTACT and FANS—for the isolation of activated neuronal nuclei from small as well as bulk tissue samples. Using a modified protocol for nuclei isolation from small tissues [28], first, we examined the sorting processes’ speed and efficiency using different tissue types and sfGFP+ nuclei percentage. Then, we selected the neocortex (i.e., bulk tissue) to compare the physical (i.e., nuclei shape and intensity) and molecular (i.e., transcriptional profile and chromatin accessibility) aspects using low-input nuclei from the different sorting methods. We observed differences in the techniques in terms of both physical and molecular attributes. These observations are summarized in a simple informative overview to guide researchers towards a better experimental design for using cell-type-specific populations (to uncover unique cellular properties).

## 2. Results

### 2.1. Literature Review of INTACT and FANS/FACS Studies

To compare the methodologies of INTACT and FANS for cell-type-specific isolation, we first conducted a literature review to identify and summarize shared and distinct features of both techniques. We decided to limit the range of studies and focus on Mo et al.’s [10] citations, since we based our experimental comparisons on the same reporter line (R26*^CAG-Sun1-sfGFP-Myc^*). Additionally, this publication reports the first use of INTACT in the mammalian system, providing an essential landmark in the field. In the review, we included all studies that used INTACT/FANS (or both) regardless of the organismal system. We noticed that several studies used the term FACS while describing nuclei sorting and, therefore, we included them in the summary as FANS. The literature review comprised four stages including identification, screening, eligibility, and analysis (Figure 1A). We found that 31 publications used FANS, 18 used INTACT, and nine used both (Figure 1A). To track each technique’s dynamic use over time, we plotted the individual publications obtained from 2016 until 2020. Overall, we observed increased use of both methods each year (Supplementary Materials Table S1 and Figure S1A,B). Of the studies under consideration, ~53% (31 out of 58) used FANS, ~31% used INTACT (18 out of 58), and ~16% used both (9 out of 58). 

Next, we looked at the subsequent molecular analyses used in conjugation with the investigated techniques. The four main fields of interest included RNA-seq, ATAC-seq, ChIP-seq, and DNA methylation analyses (Supplementary Materials Table S1). Overall, we observed that FANS was applied more often than INTACT in combination with subsequent methodologies (Figure 1C). However, this was expected, as the use of flow-cytometry techniques precedes the application of techniques such as INTACT. Additionally, we observed an increase in the use of the molecular technique considered per year, most notably in RNA-seq and ATAC-seq, followed by a slight rise in ChIP-seq and DNA methylation analyses (Supplementary Materials Figure S1B).

We further performed an analysis based on features such as the use of transgenics, tissue type, and organism. Due to the variability in data description, we opted to provide generalized information on the material used. For additional details of the specific tissues and quantities used, see Supplementary Materials Table S1. In our results, we observed that the “brain” was the most frequently investigated tissue with 62% of all of the citations, followed by “plant tissue” (6%), “heart” (3.5%), and “liver” (2.4%) (Figure 1D, Supplementary Materials Figure S1C,D). On the other hand, “*mus musculus*” was the most frequently used organism in the selected studies with 42% of the citations along with “*Homo sapiens*” (12%), “*Arabidopsis thaliana*” (5.8%), and “*Drosophila melanogaster*” (2.3%) (Figure 1D, Supplementary Materials Figure S1E,F). The frequently used tissue and organisms are not surprising, as Mo et al. [10] investigated epigenetic signature changes occurring in mature neurons of transgenic mice. 

From our literature review, we observed an increased use of FANS and INTACT for cell-type-specific nuclei isolation. In terms of application and subsequent molecular analysis, FANS was used more frequently than INTACT. However, a comparative analysis of the two techniques concerning their suitability for downstream molecular analysis was lacking. Therefore, we decided to carry out such a comparative analysis starting with sorting efficiency using different brain sub-regions with varying amounts of nuclei and sfGFP+ percentages.

### 2.2. Assessing Differences in Speed and Sorting Efficiency between FANS and INTACT

To provide a comprehensive comparison between INTACT- and FANS-isolated nuclei, we used the tamoxifen (TAM)-dependent Arc*^creERT2 (TG/WT)^*.R26*^CAG-Sun1-sfGFP-Myc (M/WT or M/M)^* mouse line [10,29]. The mouse line expresses sfGFP on the nuclear membrane of specific stimulus-activated cells (expressing Arc) upon TAM injection. In our experiments, we used the “social interaction test” (SI, [30]) as the intended behavioral stimulus to obtain populations of sfGFP-positive (sfGFP+) nuclei, following TAM injection. Nuclei were isolated from the neocortices of 13–16 week old transgenic mice using the protocol from Chongtham et al. [28] (Figure 2A). Following isolation, nuclei were diluted with wash buffer and aliquoted into equal volumes to isolate the sfGFP+ nuclei using either INTACT or FANS (Figure 2B,C). Depending on the technique used, the sorted sfGFP+ nuclei were termed as INTACT-nuclei or FANS-nuclei.

It has been shown that INTACT is more efficient at processing larger amounts of samples compared to FANS because it requires less processing time [1]. Therefore, we first analyzed the speed of sfGFP+ nuclei isolation using INTACT or FANS under different conditions. We chose specific micro-dissected brain regions, which provided different nuclei yield and sfGFP+ nuclei percentages, in this experimental design (Table 1, Yield: sfGFP%; 73 × 10^4^/mL: 18.95; 60 × 10^4^/mL: 12.8; 140 × 10^4^/mL: 47.45, 136 × 10^4^/mL: 23, 200 × 10^4^/mL: 29.3 for nucleus accumbens, hypothalamus, pituitary, hippocampus, and neocortex, respectively). The regions were selected to represent diverse sample populations. 

The experiment was performed in a parallel run for all brain regions analyzed (technical duplicates). First, we noted the time required to obtain 5000 sfGFP+ nuclei from a single sample using FANS or INTACT. Next, the theoretical time needed to obtain large numbers (for example, 50k) was calculated using the unitary method. Here, we observed that a single sample’s processing speed was faster using FANS (Table 1, 1–3 min for FANS as compared to INTACT—35 min). However, when multiple samples were considered and the theoretical time was calculated, the FANS technique could be more time-consuming (100–200 min for FANS compared to INTACT—about 60 min).

Additionally, when using INTACT, despite the high overall purity of the separation, we observed differences in sorting efficiency, which was dependent on nuclei yield and sfGFP+ percentages. For example, for nucleus accumbens, where the nuclei yield was low, the yield of sfGFP+ nuclei was only 15%. In contrast, for pituitary with high nuclei yield and high sfGFP+ percentage, the extraction efficiency was approximately 40% (see Table 1, “yield”). However, when we applied the same protocol to the neocortex (high nuclei concentration and sfGFP+ percentage), the yield was approximately 86–90% (Table 1). The efficiency of nuclei extraction in FANS did not vary under these different conditions. 

Overall, our results indicate that the INTACT method might be preferable in cases of large sample numbers, where fast processing of nuclei is required. When rather accurate nuclei numbers are required for downstream processing, FANS may be better suited.

### 2.3. Quantification of Morphological Attributes: FANS- and INTACT-Nuclei in Comparison to INPUT-Nuclei

As in the previous section, 13–16 week old mice were subjected to an SI test 5 h after TAM injection to induce sfGFP expression on activated nuclei. Neocortices were dissected and nuclei were isolated. The experiments were repeated a total of three times on different experimental days using different biological replicates.

### 2.4. Structural and Optical Modifications Observed under Phase-Contrast Microscopy and Fluorescence Microscopy

Upon verifying the purity of the separated sfGFP+ populations (Supplementary Materials Figure S2), the nuclei morphology of FANS-nuclei and INTACT-nuclei were compared to unsorted nuclei (INPUT-nuclei) using phase-contrast microscopy and to sfGFP+ populations (INPUT-sfGFP nuclei) using fluorescence microscopy. For investigating structural modifications, we used phase-contrast microscopy to measure the “area” of FANS- and INTACT-nuclei in comparison to INPUT-nuclei (*n* = 100–200 nuclei; Figure 3A,B) from three different biological replicates. After sorting (<3 h), we detected a slight increase in the area and perimeter of FANS-nuclei compared to the INPUT-nuclei (*p* < 0.05, *p* < 0.0001), while INTACT-nuclei did not show a detectable change (Figure 3B, Supplementary Materials Figure S3A,B).

Next, we quantified the “optical density” using the Trypan blue staining intensity, as the optical properties of a nucleus convey important information about the nucleus (including nuclear membrane integrity). Since the INTACT-nuclei beads affected the optical light transmission, we could only perform this analysis on FANS-nuclei compared to INPUT-nuclei. There was no significant difference between FANS-nuclei and INPUT-nuclei <3 h after sorting (*p* = 0.5397, n.s., Supplementary Materials Figure S3C).

Using phase contrast microscopy, we could only compare sfGFP+ FANS- and INTACT-nuclei to a pool of sfGFP−and sfGFP+ INPUT-nuclei. This was suboptimal because most sfGFP+ nuclei from the neocortices are likely to be nuclei from excitatory neurons where Arc expression is abundant, whereas sfGFP−nuclei contain a mixture of all different cell types of the neocortex. Therefore, we used fluorescence microscopy for the next step to compare the sfGFP+ FANS- and INTACT-nuclei to sfGFP+ INPUT-nuclei. For these experiments, nuclei were embedded in the wells of a chambered coverglass (IBIDI) within 3 h or 4–6 h after sorting. Representative images of the INPUT-, FANS-, and INTACT-nuclei (<3 h) are shown in Figure 3C. Upon quantification, we observed a significant increase (*p* < 0.0001, *p* < 0.0001, *n* = 100–200 nuclei) in the size (area and perimeter) of sfGFP+ FANS-nuclei compared to that of sfGFP+ INPUT-nuclei (Figure 3D). The size of the INTACT-nuclei did not change significantly when compared to sfGFP+ INPUT-nuclei. The observations remain similar to that in phase-contrast microscopy. Thereafter, the increase in the size of FANS-nuclei was validated over a larger sample size using a macroscript [28] for faster processing (*p* < 0.0001, *n* = 300–400 nuclei, Supplementary Materials Figure S3D, <3 h after sorting (A)). Already, 4–6 h after sorting the size of FANS-nuclei again decreased as shown in the Supplementary Materials Figure S3D, *p* < 0.001. Interestingly, the increase in size (<3 h) was accompanied by a significant shift in the optical density of FANS-nuclei (only sfGFP+ populations considered) that showed a brighter pattern in the brightfield image (Supplementary Materials Figure S3E, *p* < 0.0001 (NB: * these nuclei were without Trypan blue staining and, hence, exhibited the opposite pattern of that in Supplementary Materials Figure S3C)). This finding suggests a possible change in FANS-nuclei’s osmotic pressure within a few hours of sorting, followed by subsequent shrinkage. 

Conclusively, the results indicate that FANS but not INTACT induces morphological changes in the sorted nuclei. The change in shape and optical density of FANS-nuclei, compared to INTACT-nuclei/INPUT-nuclei, could portray changes in chromatin dynamics and gene expression [31,32,33,34,35]. Therefore, we investigated the transcriptome and chromatin accessibility status in FANS- and INTACT-nuclei.

### 2.5. Transcriptional Differences of Low-Input RNA-Seq from FANS-Nuclei vs. INTACT-Nuclei

Following the qualitative assessment of INTACT and FANS on isolated nuclei, we focused on the sorted nuclei’s transcriptomic signatures. First, we examined two different RNA library preparation kits in order to select the most suitable one for nuclear RNA. The first was a polyA-based cDNA amplification kit (Clontech, Mountain View, CA, USA), while the second was a ribo depletion-based library preparation kit (NuGen Ovation Solo RNA-seq). Both kits dealt with low concentrations of RNA typically obtained from rare cell types or limited cell numbers. In this experimental design, RNA samples were isolated from 10,000 nuclei sorted with either INTACT or FANS using hippocampal sfGFP+ nuclei (RIN > 7) (Supplementary Materials Figure S4A). Amplified cDNA libraries revealed similar cDNA distribution according to library preparation strategy (Supplementary Materials Figure S4B). Following sequencing, we performed read alignment analysis to observe the distribution of mapped reads across the gene body. The read distribution was uniform across the gene body for Nugen compared to Clontech library preparation (Figure 4A). Additionally, 3’UTR distribution bias was observed in the Clontech library preparation as previously reported in poly(A) based strategies [3]. Using principal component analysis (PCA) [36], we observed that all samples clustered according to their isolation technique and library preparation strategy (Supplementary Materials Figure S4C). To avoid 3’UTR distribution bias and since we were using low-input material isolated from the selected neuronal populations, we decided to use the Nugen Ovation Solo as our library preparation strategy for the following transcriptional analyses. 

Next, we examined the transcriptome differences between INTACT-and FANS-nuclei. 

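In INTACT, nuclei whose membrane carried the Sun1-sfGFP tag were captured on antibody-coated magnetic beads, whereas in FANS the same fluorescent nuclei were sorted by flow cytometry. For the RNA-seq of neocortical sfGFP+ nuclei, the authors aligned single-end reads to mm10, removed duplicates by their molecular identifiers and counted reads on 24421 genes. Their table for each of 3 batches holds these counts divided by DESeq size factors, so values can be compared within a batch but not between batches. The number of reads behind each value was recovered from the smallest steps of each library, and 100% of the values came out as whole reads. Batch 1 held 4 FANS and 4 INTACT libraries, batch 2 held 7 and 4, and batch 3 held 7 and 5. In batch 1, between 4853224 and 6066759 reads were counted on genes in the FANS libraries (median 5733700) and between 8621143 and 11028713 in the INTACT libraries (median 10276928). This difference had a two-sided exact permutation p of 0.0286, the smallest that 4 libraries against 4 allow (0.0381 after Benjamini-Hochberg adjustment over 8 library measures). In batch 2 the totals ranged from 5729449 to 7292908 in FANS (median 6307348) and from 5402820 to 7033059 in INTACT (median 5869376; exact p = 0.361, adjusted 0.413). In batch 3 they ranged from 4205665 to 5716318 in FANS (median 5372911) and from 4944980 to 5131333 in INTACT (median 5075776; exact p = 0.471, adjusted 0.791). No pair of libraries of the same batch and technique was a duplicate, since a chi-square over genes gave 1.75 to 15.2 per gene across the 70 pairs, above the value of 1 that sampling noise alone gives. Within each batch, log2(normalized count + 1) of genes with a mean of at least 5 was compared with limma, and a gene was called enriched or depleted in INTACT at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1.5-fold. Positive log2 fold changes stand for higher values in INTACT, and on this scale the change of low genes is understated.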

For this comparison, we isolated RNA from neocortical sfGFP+ nuclei. We used the neocortex due to the ease of dissection and availability of higher number of isolated nuclei and sfGFP+ RNA quality was determined by the RNA integrity number (RIN). Isolation of RNA from low-input material results in variable RIN values that often do not reach the accepted RIN of ≥7 [3]. Therefore, we examined how RNA quality isolated from low-input nuclei influence the RNA-seq analysis of INTACT- and FANS-nuclei in order to identify potential transcriptional changes influenced by RIN values. Overall, we compared 14 replicates per technique deriving from three distinct biological sources (batch 1: *n* = 4 per technique; batch 2: *n* = 5–7 per technique; batch 3: *n* = 5–7 per technique) (Supplementary Materials Figure S5A). 

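The sample labels list 8 FANS and 5 INTACT libraries for batch 2, of which FANS replicate 3 and INTACT replicate 5 were not analysed here. All other libraries were used, 18 of FANS and 13 of INTACT, beside the paper's 14 per technique, and no library was chosen by its values. Since the paper gives each batch as a distinct biological source, the spread between libraries of a batch may not include the variation between animals. The transcripts of sex-linked genes differed between the biological sources. Xist, the X-linked RNA expressed in females, had normalized counts of 84341 to 155314 (median 129551) across the 8 libraries of batch 1, 4.47 to 18.5 (median 12.7) across the 11 of batch 2 and 13.3 to 49.4 (median 24.9) across the 12 of batch 3. Ddx3y, a gene of the Y chromosome, was at 0 in every library of batch 1, at 556 to 685 in batch 2 and at 422 to 563 in batch 3. Batch, the sex of the mice and RNA integrity therefore changed together between batch 1 and the other two, and their effects cannot be told apart by comparing batches.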

Batch 1 contained samples with high RIN values ranging from 6.3–9.9, whereas batch 2 and 3 comprised samples with RIN values ranging from 4 to 7.5 (Supplementary Materials Figure S5A). First, we evaluated alignment statistics to identify changes among the different batches (Supplementary Materials Figure S5B). We observed no significant mapping variations between the samples with varying RIN values of both FANS and INTACT. 

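The tables also give the reads that fell outside annotated gene features, as counted by the authors, so the share of uniquely aligned reads outside features was computed per library. In batch 1 this share was 83.1% ± 0.987 (SD, n = 4) in FANS and 74.3% ± 0.716 (SD, n = 4) in INTACT. The ranges, 81.9 to 84.3% and 73.6 to 75.3%, did not overlap (two-sided exact permutation test, p = 0.0286, adjusted 0.0381). In batch 2 it was 82.5% ± 0.754 (SD, n = 7) in FANS and 80.6% ± 0.659 (SD, n = 4) in INTACT, with an exact p of 0.00303, the smallest that 7 libraries against 4 allow (adjusted 0.00808). In batch 3 the shares of 84.4% ± 1.72 (SD, n = 7) and 84.9% ± 0.391 (SD, n = 5) differed by less than the spread between libraries (exact p = 0.611, adjusted 0.791; smallest possible 0.00126). Reads that aligned to more than 1 place made up 3.01% ± 0.038 of all reads in FANS and 3.23% ± 0.087 in INTACT in batch 1 (exact p = 0.0286, adjusted 0.0381). In batches 2 and 3 this share gave exact p values of 0.0364 (adjusted 0.0582) and 0.192 (adjusted 0.768). At least 1 read was counted on 17327 ± 89.0 genes in FANS and 18012 ± 179 in INTACT in batch 1 (exact p = 0.0286), whereas batches 2 and 3 gave exact p values of 0.227 and 0.562.

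**Figure D1:**
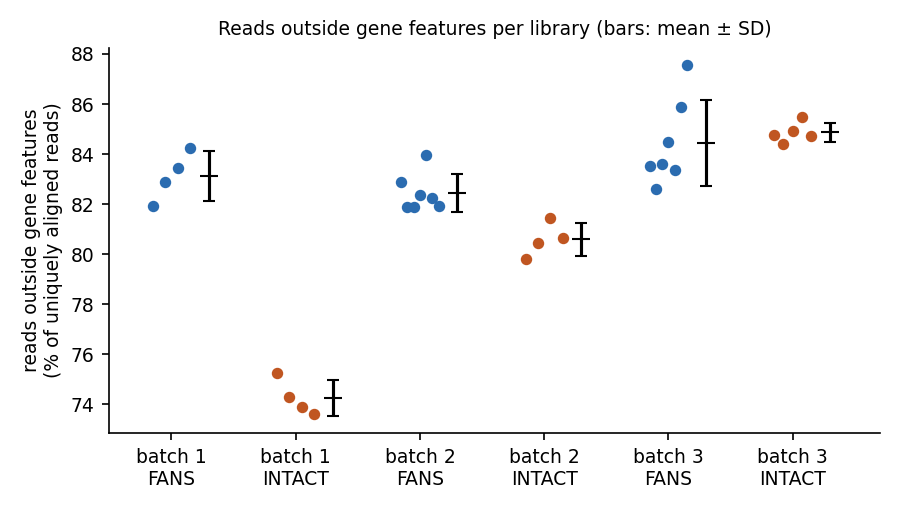
Share of uniquely aligned reads outside gene features (y axis, in percent, not starting at 0) for each library, by batch and technique, with bars for the mean and SD. The INTACT libraries of batch 1 lie between 73.6 and 75.3%, below all other libraries.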

Next, we compared the different batches and analyzed the samples according to the isolation technique. 

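A principal component analysis of log2(normalized count + 1) was computed over the 14332 genes tested in all 3 batches and all 31 libraries. Batch accounted for 53.7% of the total variance. The first component held 48.0% of the variance, of which 98.7% lay between batches, and the second held 7.03%, of which 34.1% lay between batches. Because the authors scaled each table on its own, the distance between batches is described here and was not tested.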

The PCA of all the samples discriminated the samples according to the batch of isolation (Figure 4B). When all batches were combined in PCA, only the high RIN batch (batch 1) separated the samples according to the isolation technique suggesting that the technique’s clustering became more evident with increasing RIN values (Figure 4B). 

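On the second component of all 31 libraries, the FANS libraries of batch 1 had scores of 22.8 to 31.2 and the INTACT libraries scores of -8.15 to -5.61. In batch 2 the scores on this component ran from -9.96 to 4.42 in FANS and from -22.4 to -11.5 in INTACT, so the techniques did not overlap there either, although the gap was narrower. The first component also kept them apart in batch 2, with 6.03 to 13.3 in FANS and 13.6 to 15.8 in INTACT. In batch 3 the techniques overlapped on both components, at -45.5 to -36.0 against -42.1 to -38.6 on the first and -9.59 to 17.3 against -1.55 to 6.08 on the second.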

Batch-specific PCA, revealed similar separation between INTACT and FANS samples within batch 1, whereas the discrimination within the lower RIN value batches (batches 2 and 3) was present but less distinct than in batch 1 (Supplementary Materials Figure S6A–C).

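Within each batch, the share of the variance between the techniques was compared with that of every other split of the same libraries into groups of the same sizes. Technique accounted for 39.0% of the variance in batch 1, where the 35 splits had a median of 11.0% and 14.3% is the share a random split has on average (exact permutation p = 0.0286, the smallest possible). In batch 2 it accounted for 13.6%, against a median of 9.82% over 330 splits (exact p = 0.00303, the smallest possible). In batch 3 it accounted for 12.6%, against a median of 8.83% over 792 splits (exact p = 0.00884). With a pseudocount of 5 in place of 1 these shares were 44.7%, 14.6% and 13.6%, and over the 500 most variable genes 36.4%, 12.2% and 12.6%. The first principal component separated FANS from INTACT in batch 1, where it held 39.8% of the variance, and in batch 2, where it held 15.4%. In batch 3 the techniques overlapped on the first component (16.0%) and not on the second (11.8%). The gap on the second was narrow, from 3.05 in FANS replicate 1 to 3.58 in INTACT replicate 4. Technique accounted for 39.6% of the variance on the first component and 28.8% on the second.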

To identify significant transcriptional differences between the techniques, we looked at differentially expressed genes (DEGs) between FANS and INTACT in each batch as well as among all the three batches. Within the high RIN value batch (batch 1), we identified 395 enriched and 422 depleted genes in INTACT compared to FANS, whereas 17 significantly enriched and nine depleted genes were identified in batch 2 and 3 enriched, and 66 depleted genes were identified in batch 3 (1.5 log2fold-change and *p*-value < 0.05; Supplementary Materials Figure S7A–F). 

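Of the 15114 genes tested in batch 1, 609 were enriched and 596 depleted in INTACT. In batch 2, 14 of 14876 genes were enriched and 5 depleted, and in batch 3, 2 of 14440 were enriched and 50 depleted. Without the fold threshold, 5458, 170 and 246 genes had an adjusted p-value under 0.05. The number of genes whose FANS and INTACT libraries did not overlap was 5078 in batch 1 (33.6%, where chance gives 2.86%), 445 in batch 2 (2.99%, chance 0.606%) and 229 in batch 3 (1.59%, chance 0.253%). A threshold of 1.5 on the log2 scale in place of 1.5-fold gave 31 enriched and 57 depleted genes in batch 1. On the recovered whole reads, edgeR's quasi-likelihood test called 605 enriched and 649 depleted genes in batch 1, of which 575 and 582 were also called above. Leaving out single libraries moved the smaller counts by more than 1.5 times. In batch 2, from 5 (without INTACT replicate 1) to 35 (without FANS replicate 5) genes were enriched and from 1 (without INTACT replicate 1) to 10 (without FANS replicate 2) depleted. In batch 3, from 0 (without FANS replicate 1, INTACT replicate 3 or INTACT replicate 5) to 8 (without FANS replicate 7) were enriched and from 32 (without INTACT replicate 3) to 64 (without FANS replicate 7) depleted. The largest falls of batch 1 among genes with a mean of at least 50 were in Mir128-2, a microRNA in an intron of Arpp21 (chromosome 9, 112118636 to 112118711), and in the non-coding RNA 9530091C08Rik (chromosome 9, 68765346 to 68773322). Mir128-2 had normalized counts of 227 ± 36.2 (SD, n = 4) in FANS and 46.4 ± 6.67 (SD, n = 4) in INTACT, a log2 fold change of -2.26 (limma, adjusted p = 3.97e-12), and 9530091C08Rik had one of -2.20 (adjusted p = 8.41e-15). Neither changed past the threshold in batch 2 (-0.28 and -0.10) or batch 3 (0.25 and 0.17). The largest rises with that mean were in Slc1a3, Ppap2b (chromosome 4, 105157347 to 105232767) and Apoe, with log2 fold changes of 1.52, 1.37 and 1.28. In batch 3 the enriched genes were Dmpk (chromosome 7, 19083646 to 19093821; 0.61, adjusted p = 0.0168) and Igflr1 (chromosome 7, 30565427 to 30567962; 0.60, adjusted p = 0.0112). Both calls were lost without FANS replicate 1 (log2 fold changes of 0.56 and 0.58), FANS replicate 6 (0.55 and 0.57), INTACT replicate 3 (0.53 and 0.54) or INTACT replicate 5 (0.59 and 0.58), and that of Igflr1 also without FANS replicate 7 (0.58).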

Using the obtained DEGs, we tested if the enriched and depleted genes were shared across the three distinct batches. In the INTACT-enriched genes, only 11 genes were shared across batches 1 and 2 (Figure 4C), whereas in the INTACT-depleted DEGs, we identified seven genes shared between batches 2 and 3, and six genes were shared between batches 1 and 3 (Figure 4D). 

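In both batches 1 and 2, 10 genes were enriched in INTACT, among them Bcan, Cldn11, Lpar1, Mal, Olig1, Ptgds, Rplp1, Slc1a3 and Tspan2, where 0.523 were expected by chance among the 14778 genes tested in both (exact hypergeometric p = 2.62e-12). No enriched gene was shared by batches 1 and 3 or by batches 2 and 3. The depleted genes shared by batches 2 and 3 were Mir6516, Rmrp, Scarna6 and Snora23 (4 against an expected 0.0174 among 14357 genes, exact p = 6.49e-10). Batches 1 and 3 shared 5 depleted genes, Mir3068, Snora20, Snora64, Snora78 and Snora7a, where 2.04 were expected among 14387 genes (exact p = 0.0519). These hypergeometric p values take the genes as independent, so they can be too small where genes change together. Tspan2 and Rmrp are outside the genes named by rule and were named after their values were seen. Of the settings tried, edgeR on the whole reads gave the highest counts, 11 shared enriched genes and 7 depleted genes shared by batches 1 and 3. Slc1a3, which encodes a glutamate transporter (chromosome 15, 8634124 to 8710807), rose from 47.2 ± 10.1 (SD, n = 4) to 135 ± 13.3 (SD, n = 4) in batch 1 and from 33.1 ± 8.85 (SD, n = 7) to 63.4 ± 14.2 (SD, n = 4) in batch 2. Its log2 fold changes were 1.52 (standard error 0.151, limma adjusted p = 2.32e-08) and 0.93 (0.192, adjusted p = 0.0149), and 0.16 in batch 3 (adjusted p = 0.814). Mal (chromosome 2, 127633226 to 127656695) had 1.07, 0.81 and 0.21, and Bcan (chromosome 3, 87987531 to 88002175) had 0.79, 0.68 and 0.50, the last with an adjusted p of 0.0155 but under 1.5-fold. The calls of Mal, Bcan and Ptgds were kept whichever library was left out. In batch 2 those of Slc1a3 (log2 fold change 0.97 and 0.80), Olig1 (0.75 and 0.63), Lpar1 (0.68 and 0.65) and Rplp1 (0.76 and 0.76) were lost without INTACT replicate 1 or 2, and that of Cldn11 without FANS replicate 2 (0.58), FANS replicate 6 (0.57) or INTACT replicate 1 (0.56). Lpar1 was also lost without INTACT replicate 3 in batches 1 (0.57) and 2 (0.73) and without FANS replicate 3 in batch 1 (0.54), and Rplp1, a gene with near-identical pseudogene copies, without FANS replicate 6 (0.77) or INTACT replicate 3 (0.81) or 4 (0.72). The call of Tspan2 in batch 2 was lost without FANS replicate 2 (0.58), 6 (0.52), 7 (0.56) or 8 (0.55) or INTACT replicate 1 (0.54) or 2 (0.51). Of the shared depleted genes, Mir6516 lost its call in batch 2 without any of FANS replicates 4 to 8 or any INTACT replicate (-0.71 to -0.55), and Rmrp without FANS replicate 5 (-0.58) or 7 (-0.56) or INTACT replicate 1 (-0.57) or 3 (-0.58) in batch 2 and without INTACT replicate 3 (-0.63) in batch 3. Mir3068 lost it in batch 3 without INTACT replicate 3 (-0.71) or 5 (-0.78), Snora7a in batch 1 without INTACT replicate 4 (-0.55), and Snora78 in batch 1 without FANS replicate 2 (-0.58) and in batch 3 without FANS replicate 1 (-0.58) or INTACT replicate 3 (-0.63). Of the 11 genes of Figure 4C, all 11 rose in batches 1 and 2, and over all genes tested 10 passed the threshold in batch 1 and 9 in batch 2. The counts adjusted over the list alone were 10 and 10, which is not independent evidence because the study chose the list on these libraries. Of the 7 genes of Figure 4D from batches 2 and 3, 3 passed the threshold in batch 2 over all genes tested and 6 adjusted over the list alone. In batch 1, the 7 genes of Figure 4D examined there all passed both ways, and in batch 3, 11 of 13 passed over all genes tested and 12 adjusted over the list alone, with the same limit on independence.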

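Small nucleolar RNAs are short non-coding RNAs, mostly encoded in introns of host genes, that guide the modification of other RNAs in the nucleolus and Cajal bodies. Such genes were taken by symbol (Snora, Snord and Scarna), and 100, 100 and 96 of them were tested in batches 1, 2 and 3. Their median log2 fold change was -0.14, -0.13 and -0.68, and 63 of 100, 63 of 100 and 92 of 96 genes were lower in INTACT. The medians stayed below 0 under 75th percentile scaling and quantile normalization in each batch. As a set, they were lower than the other genes by camera with a preset correlation of 0.01, with p = 0.033 (adjusted over 14 lists, 0.0660) in batch 1, p = 0.00183 (adjusted over 15 lists, 0.00914) in batch 2 and p = 7.09e-35 (adjusted 1.06e-33) in batch 3. With fry these p values were 0.0786, 0.193 and 4.50e-04, and with an estimated correlation 0.356, 0.263 and 0.00529 (adjusted 0.0793), so the call of batch 3 held under fry. In batch 1 the median was -0.07 without FANS replicate 2, and in batch 2 it was -0.06 without INTACT replicate 4. Over all genes tested, 10, 2 and 36 of them were depleted in batches 1, 2 and 3, and 9, 6 and 52 adjusted over the list alone, which is not independent evidence because the study points to these genes from the same libraries. In batch 1, 4 were enriched (2 adjusted over the list alone). Snora23, in an intron of Ipo7 (chromosome 7, 110046364 to 110046547), fell from 544 ± 155 (SD, n = 7) to 168 ± 38.6 (SD, n = 5) in batch 3, a log2 fold change of -1.67 (limma, adjusted p = 8.56e-08). Scarna3b, in an intron of Dcaf5 (chromosome 12, 80391614 to 80391737), had a log2 fold change of -1.39 in batch 3 (adjusted p = 4.38e-06) and -0.63 in batch 2 (adjusted p = 0.0771), where it was called without FANS replicate 2, with -0.76. In batch 2, Snora23 had a log2 fold change of -0.72 (adjusted p = 0.0267), a call that was lost without FANS replicate 6 (-0.74) or 7 (-0.65) or INTACT replicate 1 (-0.64) or 3 (-0.60). Scarna6, with -0.83 in batch 2 and -0.79 in batch 3, lost its call without INTACT replicate 1 (-0.77) or 3 (-0.71) in batch 2 and without INTACT replicate 3 (-0.66) or 4 (-0.63) in batch 3.

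**Figure D2:**
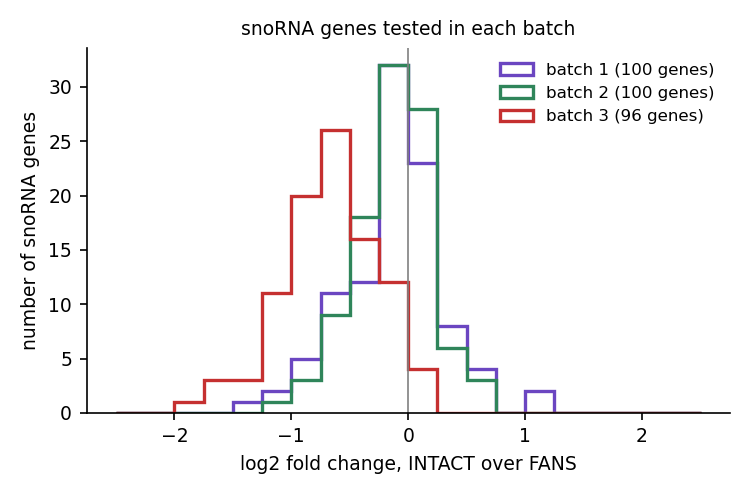
Number of small nucleolar RNA genes (y axis) by log2 fold change of INTACT over FANS (x axis) in each batch, over 100, 100 and 96 tested genes. The distribution of batch 3 lies to the left, with a median of -0.68.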

The INTACT-depleted genes comprised various small nucleolar RNA (snoRNAs) (Figure 4D). 

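Snora20 is an H/ACA small nucleolar RNA encoded in an intron of Tcp1 on the plus strand of chromosome 17 (12922857 to 12922917, mm10). In batch 1 its normalized count was 73.4 ± 17.2 (SD, n = 4) in FANS and 40.5 ± 8.11 (SD, n = 4) in INTACT, a log2 fold change of -0.83 (standard error 0.187, limma adjusted p = 9.66e-04). In batch 2 it was 44.4 ± 21.2 (SD, n = 7) and 24.4 ± 7.09 (SD, n = 4), a log2 fold change of -0.79 (0.242) with an adjusted p of 0.0977, above the threshold. In batch 3 it was 76.1 ± 35.7 (SD, n = 7) and 21.1 ± 6.81 (SD, n = 5), a log2 fold change of -1.76 (0.258, adjusted p = 1.91e-04), and every INTACT library was below every FANS library in this batch only. A single library stood apart in FANS of batch 2, replicate 5 with 90.4 beside 30.0 to 44.9 in the others. Leaving out each library in turn gave log2 fold changes of -0.99 to -0.71 in batch 1, -0.91 to -0.56 in batch 2 and -1.89 to -1.49 in batch 3, and changed none of these calls.

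**Figure D3:**
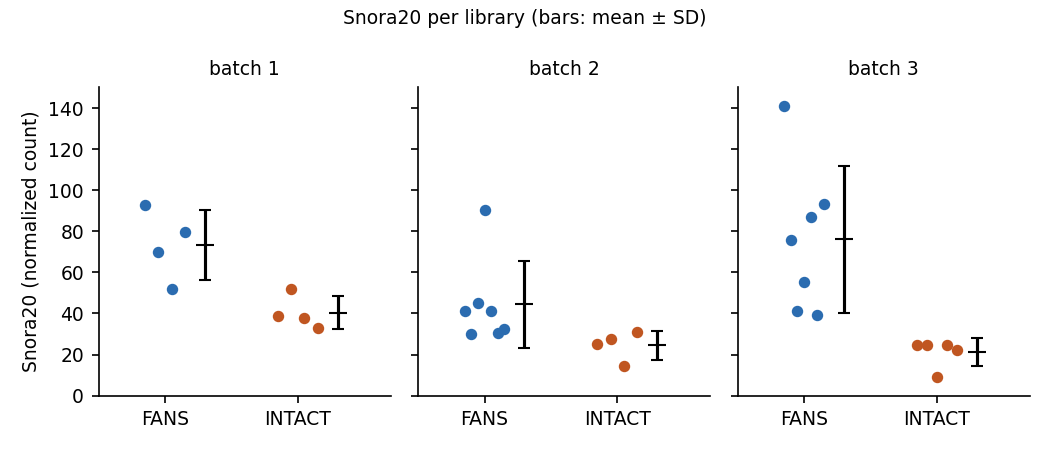
Normalized counts of Snora20 (y axis) for each library of batches 1 to 3, by technique, with the mean and SD. The techniques overlap in batches 1 and 2 and do not overlap in batch 3.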

Interestingly, Snora20 was the only significantly depleted gene in INTACT compared to FANS in all batches.

Finally, using batch 1 DEGs, we performed GO term enrichment analysis to identify potentially altered mechanisms between INTACT and FANS samples (Supplementary Table S2). Interestingly, the GO term for biological processes in INTACT-depleted genes were enriched for “regulation of transcription—DNA templated” (*p*-value = 5.25 × 10^−4^) and “mRNA processing” (*p*-value = 4.83 × 10^−5^) (Figure 4D), whereas INTACT-enriched genes were enriched for “transport” (*p*-value = 3.60 × 10^−7^) and “response to endoplasmic reticulum stress” (*p*-value = 5.59 × 10^−12^) (Figure 4E).

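Gene lists written in advance stand in here for the ontology terms, and each was tested with camera within each batch. The 36 tested genes of protein folding and the response to stress of the endoplasmic reticulum had a median log2 fold change of 0.32 in batch 1, with 35 of 36 higher in INTACT (limma's camera, adjusted p = 1.76e-09 over 14 lists). Of these genes, 6 were called enriched over all genes tested and 6 adjusted over the list alone. Their median was 0.10 in batch 2 (limma's camera, adjusted p = 0.00946 over 15 lists) and -0.11 in batch 3 (adjusted p = 0.00321), where 27 and 8 of 36 were higher. The call of batch 2 was lost without INTACT replicate 1 (median 0.06) or 2 (0.05). The 37 genes of mRNA processing had a median of -0.02 in batch 1, with 16 of 37 higher in INTACT (adjusted p = 0.221), and 0 were called either over all genes tested or adjusted over the list alone. This median was 0.01 under quantile normalization, 0.03 without FANS replicate 3, and -0.08 without FANS replicate 4, where the p fell under the threshold. In batches 2 and 3 it was 0.04 (adjusted p = 0.225) and 0.05 (adjusted p = 0.00252), and in batch 2 the p fell under the threshold without FANS replicate 2 (median 0.08) or INTACT replicate 2 (0.07). The 323, 321 and 317 tested zinc finger genes with a Zfp symbol, taken as transcriptional regulators, had medians of -0.06 (adjusted p = 0.0696), -0.04 (0.0384) and -0.01 (0.990). In batch 1 this list fell under the threshold with quantile normalization or without FANS replicate 3 (median -0.08). In batch 2 it was above it without FANS replicate 1, 2 or 6 or INTACT replicate 1 or 2 (medians of -0.03). Fry called the Zfp list in batch 1 (adjusted p = 0.00998) and not in batch 2 (0.221). An estimated correlation called it in neither (adjusted p = 0.276 and 0.477). In batch 1, 8 of the Zfp genes were depleted and 3 enriched (6 and 2 adjusted over the list alone). Of all lists, camera placed 6 of 14 past the threshold in batch 1, 8 of 15 in batch 2 and 6 of 15 in batch 3. An estimated correlation in place of the preset one gave 2, 0 and 0, the 2 being the astrocyte and ribosomal protein lists, and fry gave 9, 0 and 1. In batch 2 the number was 3 without INTACT replicate 1.

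**Figure D4:**
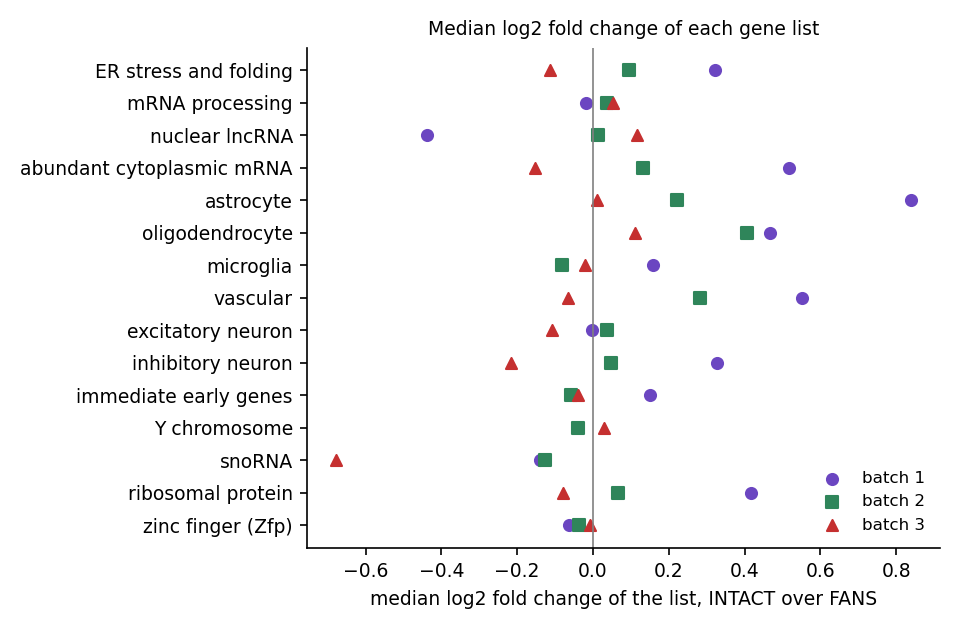
Median log2 fold change of INTACT over FANS (x axis) of each of 15 gene lists in batches 1, 2 and 3. The medians of batch 1 are the most spread out, and in batch 3 the small nucleolar RNA list lies farthest from 0.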

Overall, we did not observe major differences between INTACT and FANS when we compared the three distinct batches. However, batch-specific analysis revealed numerous DEGs between INTACT and FANS, especially for the high RIN value batch, which were associated with “transcriptional regulation” in FANS and “regulation of protein-related mechanisms” in INTACT. 

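The limma statistics of the 3 batches were combined for each of the 14332 genes tested in all of them, so that technique was compared only within batches (Stouffer's method, two-sided). At an adjusted p-value under 0.05 and a mean change of at least 1.5-fold, 35 genes were enriched and 60 depleted in INTACT, and 3192 genes passed the adjusted p alone. Of the 95 genes past both thresholds, 68 changed in the same direction in all 3 batches, 32 of them enriched and 36 depleted. With a pseudocount of 5 the counts were 18 and 28, and with a mean of at least 20 they were 9 and 35. Slc1a3 had a mean log2 fold change of 0.87 over the batches (adjusted p = 1.05e-07). The effect of technique itself differed between batches 1 and 2 for 1394 of 14778 genes and between batches 1 and 3 for 3146 of 14387 genes (limma interaction, adjusted p under 0.05). Between batches 2 and 3 it differed for 0 of 14357 genes, and 1577 had an unadjusted p under 0.05.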

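Lists of ribosomal, cytoplasmic and nuclear RNA give the direction of the batch 1 difference by kind of transcript. The median log2 fold change of 91 tested genes of ribosomal proteins was 0.42 in batch 1, with 21 enriched and 1 depleted (22 and 1 adjusted over the list alone; camera, adjusted p = 6.48e-11). It was 0.07 in batch 2 (adjusted p = 0.0190) and -0.08 in batch 3 (90 genes, adjusted p = 0.0156). These 2 calls were lost in batch 2 without FANS replicate 6 (median 0.06) or INTACT replicate 1 (0.04) or 2 (0.04) and in batch 3 without FANS replicate 1 (-0.07) or 2 (-0.03) or INTACT replicate 4 (-0.04). For 22 abundant cytoplasmic mRNAs the median was 0.52 in batch 1 (7 enriched, also 7 adjusted over the list alone; adjusted p = 1.76e-09), 0.13 in batch 2 (8.26e-04) and -0.15 in batch 3 (3.90e-04), where 20, 20 and 1 of 22 genes were higher in INTACT. For 15 nuclear long non-coding RNAs it was -0.44 (4 depleted, also 4 adjusted over the list alone; adjusted p = 6.56e-04), 0.01 (0.677) and 0.12 (0.0128). Scaling to the 75th percentile gave this list a median of -1e-04 in batch 2, as leaving out FANS replicate 5 also turned it negative, and quantile normalization gave 0.03 in batch 3 (adjusted p = 0.0940). In batch 1 these calls held under fry, and only the ribosomal protein list held under an estimated correlation, whereas in batches 2 and 3 neither method called any of the 3 lists.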

When comparing the distinct batches together, several Snor genes were depleted in INTACT compared to FANS, which reflects the possible changes in nuclear membrane integrity as observed in our qualitative assessment section. 

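In the combination of the 3 batches, 10 of the 60 depleted genes were small nucleolar RNAs. Snora20 had a mean log2 fold change of -1.12 over the batches (adjusted p = 8.83e-10) and Snord17 one of -0.70 (adjusted p = 1.67e-08). Snord17 was depleted in batch 1 (-1.16) and lay above the threshold in batch 3 (-0.61, adjusted p = 0.0804; called without FANS replicate 7, with -0.81). The host genes, whose introns contain 96, 96 and 92 of the tested small nucleolar RNAs, did not follow them. The 70, 70 and 67 tested host genes had median log2 fold changes of 0.28, 0.04 and -0.01 in batches 1, 2 and 3, and 15, 31 and 39 of them were lower in INTACT. From the depletion of these genes in INTACT over the batches, the paper proposes that the difference reflects possible changes in the integrity of the nuclear membrane. It links these possible changes to its qualitative comparison of the nuclei.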

Following these observations, we next investigated whether nuclei sorting by INTACT or FANS leads to significant differences in the nuclei’s chromatin accessibility state.

### 2.6. ATAC-Seq Reveals Differences in Chromatin Accessibility State between FANS- and INTACT-Nuclei

Finally, to determine potentially significant differences in chromatin accessibility states between INTACT and FANS samples, we used an assay of transposable accessible chromatin coupled with high throughput sequencing (ATAC-seq) [37]. This technique allowed us to identify and compare the accessible chromatin region differences between these two techniques. 

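ATAC-seq inserts sequencing adapters into open chromatin with a transposase, so that regions with many fragments mark accessible DNA. The authors aligned the reads to mm10, removed duplicates and reads of low mapping quality, and called peaks with MACS2 in each library on its own. Their 6 lists, 3 of FANS and 3 of INTACT, give each peak's position, its summit and the caller's fold enrichment and -log10 q-value. These scores are the authors'. Apart from values printed for single loci, they were used only to rank or filter peaks within a list. The reason is that the lists hold no read counts and the depth of each library is unknown. The height of a peak was taken as the authors' fold enrichment at its summit. Peaks were assigned to promoters when within 3 kb of 1 of 31647 annotated transcription start sites, and to the intergenic class when outside genes and promoters. The 3 libraries of a technique are technical replicates of one biological source, so their spread does not include the variation between animals. With 3 libraries against 3, a two-sided exact permutation test cannot give a p below 0.1, and the p values below cannot pass 0.05.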

We used three technical replicates from the same biological source to monitor the differences and similarities between the techniques. Following the initial analysis, we observed that all FANS and INTACT samples’ alignment rates were comparable. FANS samples had an average of 127,531 peaks (SD ± 3458), while INTACT samples had an average of 112,211 peaks (SD ± 12,222) (Figure 5A). 

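The FANS lists held 123596, 128910 and 130088 peaks and the INTACT lists 113224, 99514 and 123895. The means were 127531 ± 3459 (SD, n = 3) and 112211 ± 12222 (SD, n = 3), and the ranges overlapped, with INTACT replicate 3 above FANS replicate 1 (exact permutation p = 0.2, adjusted over 6 measures 0.24). The peaks covered 66.2 Mb ± 2.62 in FANS and 61.4 Mb ± 3.86 in INTACT (exact p = 0.2), with a mean width of 519 and 549 bp. With only peaks of a -log10 q of at least 5 kept, the means were 113538 ± 3616 and 97870.0 ± 12812. The difference in the mean number, INTACT minus FANS, was -8972 without INTACT replicate 2.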

Using a read distribution plot, we observed that the peak heights (i.e., reads assigned to particular peaks) at promoter/transcription start sites (TSS) were reduced in INTACT samples compared to FANS samples (Figure 5B). Similarly, peak distribution analysis showed a minor difference between FANS and INTACT, notably in peaks mapped to intergenic region and promoters of INTACT (33.76% and 21%, respectively) compared to FANS (30.17% and 22.23%, respectively) (Figure 5C,D). Additionally, we observed a large number of reads from INTACT samples mapped to the X-chromosome compared to FANS (Supplementary Materials Figure S8A,B). 

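Within each list, peaks were ranked by their height, and the median percentile of the peaks within 1 kb of a start site was compared. It was 80.1 ± 0.217 (SD, n = 3) in FANS and 76.3 ± 1.21 (SD, n = 3) in INTACT, a difference of -3.76 percentile points, and the lists did not overlap (exact permutation p = 0.1, the smallest possible, adjusted 0.15). With peaks within 3 kb this difference was -1.91, and the same number of top-ranked peaks in each list gave -2.82. For that setting, here and below, the peaks kept were chosen by the caller's -log10 p-value and not by height. Of the peaks within 1 kb of a start site, 32.6% ± 0.548 in FANS and 27.9% ± 1.44 in INTACT were among the tenth of peaks with the greatest height. The lists held 20646 ± 254 promoter peaks in FANS and 18374 ± 965 in INTACT, again without overlap (exact p = 0.1).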

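Intergenic peaks made up 36.6% ± 0.235 (SD, n = 3) of the FANS lists and 40.1% ± 0.184 (SD, n = 3) of the INTACT lists, a difference of 3.49 percentage points that exceeded the spread between libraries (exact permutation p = 0.1, adjusted 0.15). It stayed between 3.39 and 3.62 with each library left out. Promoter peaks made up 16.2% ± 0.246 in FANS and 16.4% ± 0.956 in INTACT, a difference of 0.25 that lay within the spread (exact p = 0.8). The direction of the promoter difference depended on the setting. It was -0.269 without INTACT replicate 2, and -0.987 with the 99514 top-ranked peaks of each list, where the shares were 18.3% ± 0.061 and 17.4% ± 0.112. Intronic peaks made up 40.5% ± 0.185 and 37.9% ± 0.675, and exonic peaks 6.71% ± 0.099 and 5.61% ± 0.130, in FANS and INTACT.

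**Figure D5:**
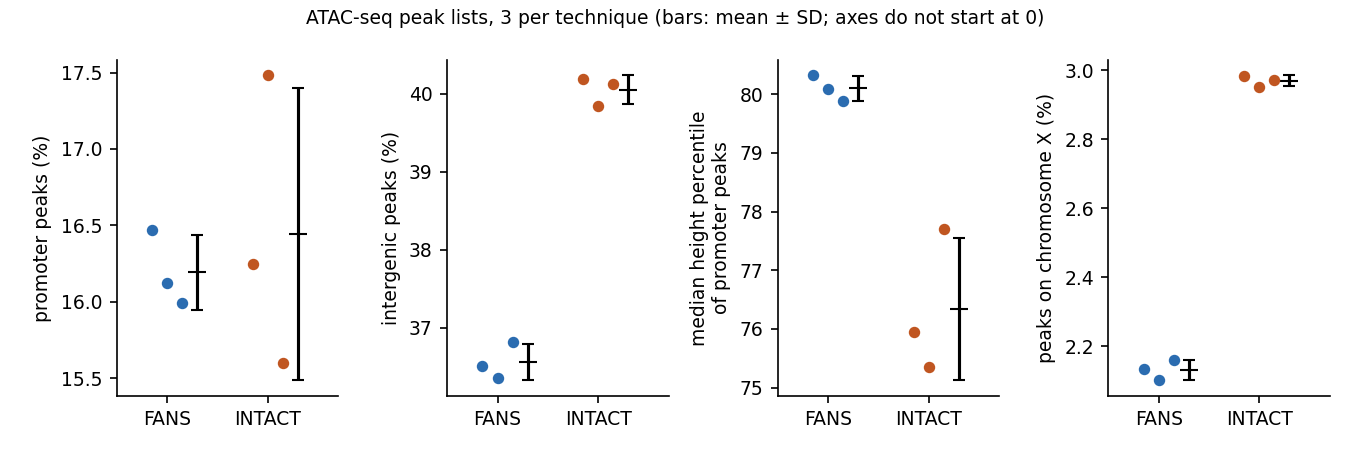
Share of peaks at promoters and in intergenic regions, median height percentile of promoter peaks and share of peaks on chromosome X (y axes, in percent or percentile, not starting at 0) for each of the 6 lists, by technique. The techniques overlap in the promoter share and not in the other panels.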

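The lists hold peaks and not reads, so the share of peaks on chromosome X was compared. It was 2.13% ± 0.029 (SD, n = 3) in FANS and 2.97% ± 0.016 (SD, n = 3) in INTACT, a difference of 0.839 percentage points (exact permutation p = 0.1, the smallest possible, adjusted 0.15). In absolute numbers, 2718 ± 86.9 peaks were on X in FANS and 3333 ± 375 in INTACT, although INTACT had fewer peaks in all. The share of the covered length on X was 2.18% ± 0.034 and 3.02% ± 0.021. Leaving out each list in turn gave differences in the share of peaks of 0.824 to 0.853. Among peaks of 1 class, X held 3.12% of promoter peaks in FANS and 3.59% in INTACT, 2.40% and 3.37% of intergenic peaks, and 1.58% and 2.37% of the others. The log2 ratio of INTACT to FANS in the share of peaks was 0.479 for X and ran from -0.386 (chromosome 7) to 0.266 (chromosome 3) over the 19 autosomes, 10 of which were higher in INTACT.

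**Figure D6:**
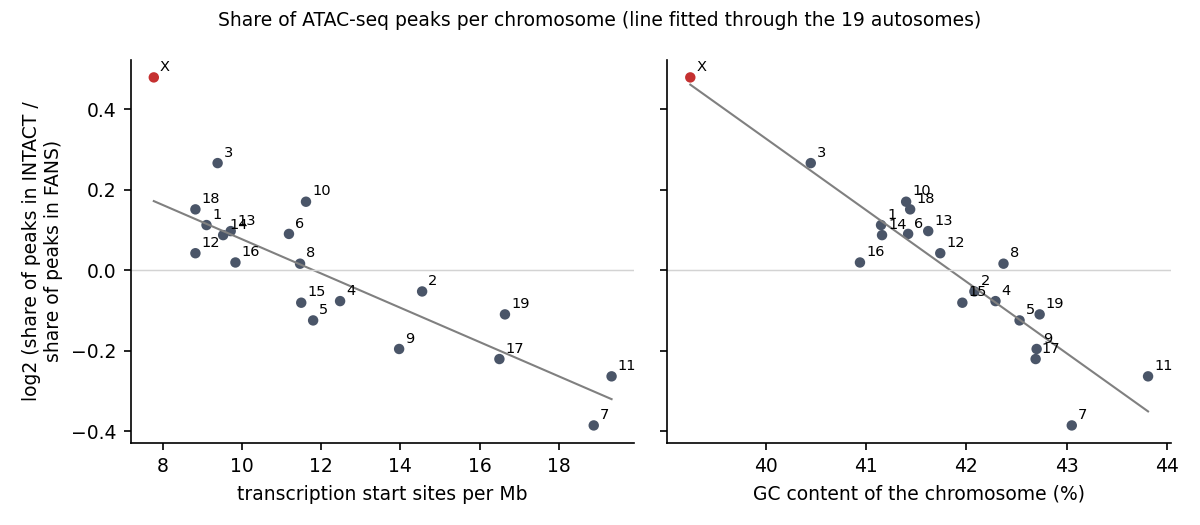
Log2 ratio of the share of peaks in INTACT over FANS (y axis) for each chromosome against its start sites per Mb and its GC content in percent (x axes), with a line through the 19 autosomes and X in red. The ratio falls with both, and X lies at 0.479, above every autosome.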

Next, we performed differential peak analysis between FANS and INTACT samples. 

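Because the peak lists give no read counts per region, regions were compared between the techniques by the presence of a peak. The peaks of the 6 lists merged into 170178 regions, of which 76555 (45.0%) had a peak in all 6 libraries. In all 3 FANS libraries and no INTACT library, 8520 regions (5.01%) had a peak, and 2375 (1.40%) had one in all 3 INTACT libraries and no FANS library. Together these were 10895 regions, whereas the other splits of the 6 libraries into groups of 3 gave 510 to 1198. Of the FANS-specific regions, 891 were at promoters (10.5%) and 33.1% were intergenic, and of the INTACT-specific regions 70 were at promoters (2.95%) and 66.1% were intergenic. On chromosome X lay 9 FANS-specific (0.11%) and 162 INTACT-specific regions (6.82%). The ratio of FANS-specific to INTACT-specific regions was 3.59, and with the same number of top-ranked peaks in each list it was 1.27 (5760 and 4546 regions). Without INTACT replicate 3 there were 13548 FANS-specific regions. Without FANS replicate 3 there were 3600 INTACT-specific regions, without INTACT replicate 1 there were 3563, and without INTACT replicate 2 there were 5081, 1.85 times fewer than the 9396 FANS-specific ones.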

Here, we found 24,315 differential accessible regions (DARs) out of which 2578 DARs were at promoter/TSS sites of INTACT samples compared to FANS (Figure 5E and Supplementary Table S3). 

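At the promoters of Arc, Gapdh, Sucnr1 and Prss34, each list was searched for peaks and their percentile by height within the list was taken. Such a percentile cannot show a difference in height shared by the whole list. Arc, an activity-regulated gene on the minus strand of chromosome 15 with its start site at 74672570 (mm10), had a peak in all 6 lists, at percentiles of 45.8 to 49.4 in FANS and 36.0 to 50.2 in INTACT, so the techniques overlapped. The summit at 74672639 lay 69 bp from the start site, and the 51 bp around it (74672614 to 74672664, GC content 76.5%) read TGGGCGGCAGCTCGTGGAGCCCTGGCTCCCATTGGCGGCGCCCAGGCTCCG. Gapdh, on the minus strand of chromosome 6 with its start site at 125165773, had percentiles of 60.7 to 67.8 in FANS and 64.5 to 66.6 in INTACT. Its summit at 125165693 lay 80 bp from the start site in an untranslated exon, within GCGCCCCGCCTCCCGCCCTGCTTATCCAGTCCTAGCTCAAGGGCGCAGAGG (125165668 to 125165718, GC content 70.6%). Sucnr1, on the plus strand of chromosome 3 with its start site at 60081869, had percentiles of 20.8 to 31.1 in FANS and 69.7 to 75.8 in INTACT, without overlap. Its peaks had the authors' fold enrichment of 4.06 to 4.80 in the FANS lists and 8.86 to 10.8 in the INTACT lists. The summit at 60081723, 146 bp from the start site, lay within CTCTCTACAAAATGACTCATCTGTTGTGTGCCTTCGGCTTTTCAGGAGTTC (60081698 to 60081748, GC content 45.1%). Prss34, on the plus strand of chromosome 17 with its start site at 25298394, had a peak in all 3 FANS lists, at percentiles of 14.1 to 46.9, and in 0 INTACT lists. Its summit at 25297823, 571 bp from the start site, lay within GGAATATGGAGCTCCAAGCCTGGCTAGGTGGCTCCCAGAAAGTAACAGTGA (25297798 to 25297848, GC content 52.9%). Since the depth of the libraries is unknown, the lack of a peak does not exclude accessible chromatin there.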

Gene browser tracks were used to illustrate the peak annotation and DARs between FANS and INTACT of selected gene promoter regions (Figure 5F). Further, selected promoter DAR were assigned to the nearest genes, and Gene Ontology (GO) analysis was performed to decipher the difference in biological processes between the DARs of the two techniques. INTACT gained-accessibility genes did not have significant enriched GO terms. On the contrary, INTACT loss-accessibility gene GO terms revealed multiple enriched GO-terms for biological processes, such as “transport” (*p*-value = 4.68 × 10^−5^) and “transcription—DNA templated” (*p*-value = 8.45 × 10^−7^), compared to FANS. Lastly, we performed motif enrichment analysis on the promoter regions of INTACT-loss and gained DARs (compared to FANS) in order to identify potential transcription factor motifs associated with technique-specific chromatin accessibility changes. For this analysis, we considered only promoter-associated motifs; however, the complete list of enriched motifs is presented in Supplementary Materials Table S4. 

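The consensus sequences of the NRF, ETS, YY1, Sp1, NFY, GFY-Staf and TATA-Box motifs, 7 in all, were searched within 100 bp of the centre of promoter regions in the mm10 sequence, on both strands and without mismatch. The 891 FANS-specific and 70 INTACT-specific promoter regions were each compared with the 15856 promoter regions that had a peak in all 6 libraries (Fisher's exact test, two-sided, adjusted over 7 motifs). The paper drew its differential regions from peaks reproducible in all samples, so these technique-specific promoters are not the set it searched. For the FANS-specific promoters, 0 motifs passed an adjusted p of 0.05 and 0 an unadjusted one. NFY was found in 1.57% of them and 2.42% of the promoters of all 6 libraries (exact p = 0.113), Sp1 in 0.673% and 0.807%, NRF in 0.224% and 0.341%, and YY1 in 0% and 0.441% (exact p = 0.0535, adjusted 0.374). ETS, GFY-Staf and TATA-Box were found in 0% and in 0.277%, 0.032% and 0.025%. Of the 70 INTACT-specific promoters, 0 held any of the 7 motifs, and 0 motifs passed an unadjusted p of 0.05. With the whole region searched, 4 motifs (ETS, YY1, Sp1 and NFY) were found less often in FANS-specific promoters, whose regions are shorter and so leave less sequence to search, with a median width of 446 bp beside 1010 bp in the shared ones. With at most 1 mismatch allowed, a setting chosen after seeing the data, NRF, ETS, YY1 and Sp1 were found less often in FANS-specific promoters and NFY in INTACT-specific ones. Without FANS replicate 1, YY1 and NFY were found less often in FANS-specific promoters, by a difference of -0.445 and -1.24 percentage points. The median GC content was 55.7% in FANS-specific, 42.8% in INTACT-specific and 63.2% in the shared promoter regions.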

INTACT-gained accessibility revealed only the TATA-Box motif (*p*-value = 1 × 10^−2^) (Supplementary Materials Figure S9A), whereas INTACT-reduced accessibility revealed six enriched motifs including: NRF (*p*-value = 1 × 10^−10^), ETS (*p*-value = 1 × 10^−9^), YY1 (*p*-value = 1 × 10^−8^), SP1 (*p*-value = 1 × 10^−7^), NFY (*p*-value = 1 × 10^−5^), and GFY-staf (*p*-value = 1 × 10^−2^) (Supplementary Materials Figure S9B and Table S4). These six motifs associated with INTACT-reduced accessibility (i.e., FANS-gained) have been previously labeled as “cardinal cis-regulatory motifs” suggested to be involved in regulation of chromatin structure by recruitment of secondary co-factors [38].

Overall, these results suggest that increased promoter accessibility of genes associated with transcriptional regulation is associated with FANS samples compared to INTACT. These observations agree with the transcriptional changes observed in the nucRNA-seq. It supports the hypothesis that changes in the physical properties of the sorted nuclei could lead to downstream molecular alterations.

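Promoters made up 20.7% of the regions with a peak in all 6 libraries. Regions of this kind were also ranked by peak height within each list, a comparison that was added after the data were examined. The rank was lower in every INTACT list than in every FANS list for 14609 regions, of which 4191 (28.7%) were promoters, and higher for 13801 regions, of which 1561 (11.3%) were promoters. Among the 48145 regions with neither, promoters made up 21.0%. By these ranks, 26.4% of the 15856 promoters with a peak in all libraries were lower in INTACT and 9.84% higher. The other splits of the 6 libraries gave at most 6128 regions that changed rank in this way, against 28410 between the techniques. From the differential regions at promoters, the ontology terms and the motifs, the paper proposes that greater accessibility at promoters of genes of transcriptional regulation goes with FANS.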

## 3. Discussion

Increasing amounts of studies seek to characterize distinct cellular and rare sub-cellular populations. With the increasing interest in cell-type-specific epigenetic studies, novel techniques have evolved to isolate cell-type-specific populations with a shift of focus towards using nuclei [1]. Of these techniques, FANS has commonly been used to isolate cell-type-specific nuclei. Other methods, based on magnetic-based isolation principles, such as INTACT, have also been increasingly used. Although these two techniques have been interchangeably used, no study has performed an in-depth comparison of the two methods. This study provided a detailed qualitative and quantitative comparison between the two techniques, INTACT and FANS, using sfGFP+ nuclei. 

Our results from the literature review indicate a gradual increase in the use of both techniques within the past four years. The trend shows an increased interest in cell-type-specific studies (Figure 1). Additionally, we observed a common use of the organism “M*us musculus*” and “brain-related” tissue in the cited publications. These observations are not surprising, as [10] investigated epigenetic changes occurring in mature neurons using transgenic mice. We noticed several studies used the term FACS while describing nuclei sorting (i.e., FANS) [39,40,41,42,43]. It is reasonable that FACS will remain as general term for flow cytometry sorting; however, it is important to emphasize the material sorted and use appropriate terminology when required (e.g., FANS for nuclei sorting). Additionally, nine out of the 58 analyzed studies used both INTACT and FANS within the same study. Based on our results, we identified both physiological and molecular differences between the two techniques. Therefore, we recommend using only one method in the same study to avoid specific biases attributed by each technique. 

### 3.1. Physiological Differences between INTACT- and FANS-Nuclei

We observed that flow cytometry techniques (FACS/FANS) were the method of choice to isolate specific cells/nuclei. However, these techniques use high hydrodynamic pressure that could adversely affect the cells/nuclei [1,15,25]. Certain studies have reported adverse effects on cells’ viability and structure while using flow cytometry techniques [8,13]. Therefore, alternative methods of sorting, such as affinity purification methods, have been presented, such as magnetic bead sorting of astroglia/microglia for cell sorting [9,11]. INTACT has been introduced to separate cell-type-specific nuclei using magnetic beads. Another advantage of INTACT is the ease with which the sorted bead-bound nuclei can be concentrated into smaller buffer volumes compared to FANS [10]. Therefore, in our study, INTACT- and FANS-nuclei were compared in terms of nuclei structure/integrity and optical density. 

In our results, FANS-nuclei showed a significant increase in size compared to the INPUT nuclei, while INTACT-nuclei did not change significantly within 3 h of sorting. We hypothesize that the increase in FANS-nuclei size could be due to the high hydrodynamic pressure, shearing stress [8], or PBS-induced destabilization of membrane integrity during the sort [28,44]. Destabilized membrane integrity has been associated with flow cytometry as stated in previous studies [8,13]. We reason that the change in membrane integrity results in osmotic pressure alteration, which leads to an initial increase, followed by a size reduction after 4 h for FANS nuclei. Although Trypan staining did not reveal significant changes between Input-nuclei and FANS-nuclei within our recorded time, we speculate that differences might be observed if a longer incubation is performed. Accumulation of Trypan blue in nuclei has been associated with compromised membrane integrity [45,46,47], and the level of staining could indicate the extent of membrane permeability. 

Though Trypan blue staining showed no significant changes under phase-contrast microscopy, when FANS-nuclei were compared to the sfGFP+ nuclei population of the INPUT nuclei under AF7000 fluorescence microscope, a substantial change in optical density was observed in the brightfield. This could be due to the differences in nuclei properties of different cell types. The fluorescence microscopy data also revealed that reversal in the size of FANS-nuclei already occurs prominently after 4 h of the sort. All these structural and optical changes could portray possible molecular changes occurring in the FANS-nuclei compared to INTACT-nuclei.

### 3.2. Molecular Differences between FANS-and INTACT-Nuclei

We assessed the transcriptional and chromatin accessibility signatures following the microscopy observations, comparing FANS-to INTACT-nuclei. In order to get the best coverage of the nuclei contents, we examined different library preparation strategies for nuclear transcriptome. Previous studies compared distinct library preparation on whole-cell RNA [48,49] and nuclei [50] using polyA and rRNA depletion-based (Ribo-depletion) strategies. PolyA-based methods were reported to have better read coverage over exonic regions, and higher uniquely mapped reads than ribo-depletion-based techniques [51]. However, it relies mostly on “high”-quality intact RNA, as fragmentation can lead to 3’ coverage bias [52], which is also observed in our study. On the other hand, ribo-depletion based strategies have a higher percentage of mapped reads to intergenic and intronic regions compared to polyA-based strategies; hence, it requires a greater sequencing depth. Additionally, ribo-depletion based methods can be more useful for samples subjected to sequence fragmentation (lower RIN samples) [51]. We emphasize that even though RIN values provide valuable information regarding the RNA fragmentation state and concentration amounts, such values are unreliable considering low-input RNA and, particularly, nuclear RNA [3]. Coupling such low-RIN samples with ribo-depletion RNA-based or total-RNA library preparation strategies offers a suitable combination for nuclear RNA analysis.

To further explore the transcriptional differences between the two techniques, we performed transcriptional comparison for the FANS and INTACT RNA samples. Initial sequencing statistics revealed minor differences between INTACT and FANS. Using PCA clustering analysis, we observed that samples were clustered based on technique, with higher RIN samples leading to better clustering. We did not observe major changes in DEGs between INTACT and FANS when comparing all of the batches together (distinct biological sources). However, when comparing batch-specific DEGs, we identified numerous DEGs between FANS and INTACT, particularly for the batch with the high-RIN values. We reason that as the RIN value increases, the complexity of the RNA population increases leading to an elevated amount of DEGs as observed in our results. These observations agree with previous studies that have reported an association between degraded samples (low RIN) and reduced library complexity [53,54]. Additionally, we observed in our DEGs a large number of small RNA populations, particularly small nucleolar RNAs (snoRNAs). SnoRNAs were reported to be enriched in nuclei compared to the cytoplasm, which might explain the appearance of such RNA populations [55,56]. Further investigations are required to identify the association of such small RNA population with nucRNA-seq.

Additionally, we performed ATAC-seq in order to identify chromatin accessibility changes between the two techniques. Initial sequencing statistics revealed minor differences between INTACT and FANS. We observed reduced read mapping at promoter regions of INTACT samples compared to FANS, despite using the same starting material. This phenomenon was observed repeatedly in replicate ATAC-seq experiments (data not shown). Interestingly, we identified six motifs (NRF, ETS, YY1, SP1, NFY, and GFY-staf) associated with INTACT-reduced accessibility (i.e., FANS-gained) compared to the broad TATA-box motif observed in the INTACT-gained accessibility promoters. These six motifs have been previously labeled as “cardinal cis-regulatory motifs” which frequently co-occur and are suggested to be involved in regulation of chromatin structure by recruitment of secondary co-factors [38]. These results supplement our observations of depleted DEGs and reduced accessibility of GO term enrichment of INTACT compared to FANS that included “transcription, DNA-templated”, “RNA splicing”, and “mRNA processing”. These observations suggest that FANS samples contained an increase of transcriptional regulation associated genes compared to INTACT. We postulate that the physiological changes observed in FANS samples were sufficient to influence or reflect the respective molecular changes observed on transcriptome and chromatin accessibility states of the nuclei. It was previously reported that several forms of stress on the nuclear membrane, including mechanical force, could lead to chromatin alteration, which ultimately alters transcriptional activity [57,58,59]. Our results support these remarks, suggesting that nuclei sorting using the two different techniques could lead to different molecular signatures of the same biological materials.

Under our experimental setup, we observed differences between INTACT- and FANS-nuclei both on the physiological and the molecular levels. Both techniques have individual merits and demerits, as summarized in Table 2. We suggest that the choice of either INTACT or FANS for a particular study should be made based on the cell type investigated, starting tissue material, and subsequent molecular analyses. This is inherently supported by the molecular changes observed in our study. We strongly recommend selecting only one method to perform all the subsequent molecular analyses to prevent specific biases and inconsistencies between the different datasets. Overall, in terms of processing speed and costs for multiple samples, INTACT has an advantage over FANS. However, for INTACT protocol to be applied efficiently, the same amounts of starting material must be used. For smaller or higher amounts, the protocol has to be adjusted. Regardless of the starting concentration of nuclei, the FANS protocol need not be changed. In this aspect, FANS is advantageous over INTACT. The presented advantages and disadvantages of the compared techniques can help researchers to select the most suitable methodology for their individual experimental design. 

## 4. Materials and Methods

### 4.1. Literature Review of INTACT FANS/FACS Studies

The literature review was divided into four sections: identification, screening, eligibility, and analysis. Initially, in the identification stage, 335 citations of Mo et al.’s [10] were manually retrieved from the Google Scholar database. Following an initial assortment, 25 publications were removed due to the fact of repetition in the database, duplication in two different journals (peer-reviewed and non-peer-reviewed), or not eligible due to the language of publication (i.e., non-English). In the screening stage, we used an advanced search tool to find articles that included the terms “FANS”, “INTACT” or “FACS” on the remaining 310 articles. The articles were then classified further into “relevant” (79) (containing the searched terms) and “non-relevant” articles that consisted of “references” (156) and “reviews papers” (75) (Supplementary Materials Figure S1A). The “relevant” publications used one/both of the techniques investigated, while “references” and “reviews” only cited Mo et al. [10] without using any of the techniques investigated in this study. The 79 “relevant” articles included 40 FACS, 12 FANS, 18 INTACT, and nine both (i.e., INTACT and flow-cytometry methods). We noticed that several studies used the term FACS while describing nuclei sorting. Therefore, we included them in the final summary as FANS (19/40 articles). To obtain a concise comparison of nuclei sorting techniques, we decided to exclude FACS-related articles (21/40 articles) that were sorting cells. Finally, 58 publications were considered for in-depth review and summary (Supplementary Materials Table S1). The data were categorized into a table containing the following information: type of technique used, tissue, cell type, organism, sample size, subsequent analyses, and use of transgenic animals (Supplementary Materials Table S1).

### 4.2. Animals and Ethics Statement

Thirteen to sixteen week old male and female Arc*^creERT2(TG/WT)^*.R26*^CAG-Sun1-sfGFP-Myc(M/WT or M/M)^* were used for this study [10,29]. Habituation in the experimental environment lasted for a week before performing tamoxifen (TAM) injections. All behavioral experiments were performed in accordance with the institutional animal welfare guidelines approved by the ethical committee of the state government of Rhineland-Palatinate, Germany, approved on 2 March 2017 (G-17-1-021).

### 4.3. Tamoxifen Injection and Behavioral Experiments

Tamoxifen (Sigma–Aldrich, St. Louis, MI, USA, T5648-1G) was dissolved in a corn oil:ethanol mixture (9:1) ratio at 42 °C with constant shaking at 500 rpm in light protected Eppendorf tubes (Amber). Animals were injected with tamoxifen at a dosage of 150 mg/kg 5 h before social interaction experiments to activate nuclei sfGFP expression under the control of the Arc promoter. Social interaction (SI) experiments were performed as described in [30]. Test mice were allowed to explore an open field box (40 cm wide × 40 cm depth × 40 cm length) that had an empty cylindrical cage at one side for 150 S in the habituation phase. Then, CD1 mouse was placed in the cylindrical cage and the test mouse was allowed to explore again in the test phase for another 150 S. Mice were sacrificed on the 3rd day following tamoxifen injections and SI to allow for optimal sfGFP expression on the nuclear membrane.

### 4.4. Nuclei Isolation from Different Brain Regions

Following behavioral experiments, the brain regions—neocortex, pre-frontal cortex, hippocampus, hypothalamus, pituitary, and nucleus accumbens—were dissected according to region specifications in the Allen Brain Atlas for mouse. Nuclei were isolated using the iodixanol-based gradient ultracentrifugation protocol for isolation of micro-dissected brain regions as described in Chongtham et al. [28]. The duration for high-speed ultracentrifugation (7820 rpm) for the neocortex was 12 min, while for the other brain regions, it was kept at 18 min. After the ultracentrifugation process, nuclei were collected from the 30–40% iodixanol layer interface.

### 4.5. sfGFP Positive Nuclei Separation

#### 4.5.1. INTACT

For sfGFP+ nuclei separation, Dynabeads (Life Technologies, Carlsbad, CA, USA, 10003D) were incubated with anti-GFP antibody (Life Technologies, Carlsbad, CA, USA, G10362) at 4 °C at a ratio of 50:20 (beads: anti-GFP) for downstream molecular biology experiments and at a ratio of 50:10 (beads: anti-GFP) for microscopy in order to decrease the number of beads bound to nuclei. The reduction of beads bound to a nucleus increases the visibility of bead-bound nuclei, which is important for microscopy analyses. The bead-antibody incubation was carried out in a cold room using an end-to-end rotator for 20 min to facilitate bead-antibody interaction in the solution. 

In the meantime, wash buffer (0.4% Igepal in homogenization buffer, [28]) was added to the nuclei solution, collected from the 30–40% iodixanol gradient layer (2:1). This was necessary to reduce the solution’s viscosity and remove the outer nuclear membrane before affinity purification (as mentioned in [60]) to facilitate anti-GFP binding to sun1sfGFP in the peri-nuclear membrane. The wash buffer-diluted nuclei solution was incubated with anti-GFP bead solution in the ratio of 40:1. Samples were then placed in an end-to end rotator in a cold room for 20 min. After the incubation period, samples were placed on a magnetic rack for 1 min, and the supernatant was removed, retaining the bead-bound sfGFP nuclei clusters. These clusters were washed ones with 500 µL wash buffer and twice with 250 µL wash buffer and subsequently collected in 100 µL wash buffer. For hemocytometer counting, proper dilutions were made so that not more than 200 bead-bound nuclei were present per large square. 

Following hemocytometer count, volumes that contained approximately 5000 nuclei for ATAC treatment and 10,000 nuclei for RNA extraction were calculated using a unitary method and collected accordingly.

#### 4.5.2. FANS

For FANS, the nuclei collected from the 30–40% iodixanol layer were diluted with wash buffer in the ratio 2:1 (similar to INTACT), as in Chongtham et al. [28] and Fernandez-Albert et al. [61], to reduce viscosity during sorting. Flow cytometry analysis and FANS were performed using a BD FACSAria III SORP (Becton Dickinson, Franklin Lakes, NJ, USA) equipped with four lasers (405 nm, 488 nm, 561 nm, and 640 nm) and a 70 µm nozzle. GFP expression was detected using the blue laser and a 530/30 BP filter, whereas DAPI was detected using the violet laser and a 450/50 BP filter. Prior sort, 10,000 total events were recorded, and a gating strategy was applied: first, nuclei were gated according to their forward-and side-scatter properties (FSC-A/SSC-A), followed by doublet exclusion using SSC-A and SSC-W. Nuclei were then gated according to their DAPI expression. GFP expression was used as a sorting gate. Sorted nuclei were collected in 1.5 mL Eppendorf tubes, containing the optimal buffers for downstream analyses. The flow cytometry analyses were performed using the BD FACSDiva 8.0.2 Software or FlowJo (v10.6 or higher). 

#### 4.5.3. Purity Analysis of INTACT- and FANS-Nuclei

For purity analysis of INTACT-nuclei, the solution was diluted with wash buffer in a ratio of 4:1 before flow cytometry to reduce the density of bead-bound nuclei. For FANS-nuclei, the sorted sfGFP+ nuclei were collected in wash buffer to keep the experimental conditions similar to that of INTACT. The nuclei purity analysis was performed using BD FACS Aria III (Becton Dickinson, Franklin Lakes, NJ, USA). Data were analyzed with FlowJo (v.10.6 or higher, Tree Star, Ashland, OR, USA) from at least 50 single DAPI-positive nuclei. 

### 4.6. Parallel Processing of INTACT- and FANS-Nuclei

For comparing the processing speed, different brain regions (nucleus accumbens, hypothalamus, pituitary, prefrontal cortex, neocortex; see Table 1) with varied combinations of different sfGFP+ percentages sfGFP+ nuclei yield per volume were used. For FANS, duration of sorting to obtain 5k sfGFP+ nuclei were determined for each sample type. INTACT was performed as usual for all sample types. Bead-bound nuclei were then counted using a hemocytometer and the volume that contained 5k bead-bound nuclei was calculated. The duration for sorting 50 k nuclei using both techniques was then calculated using unitary method. For INTACT, the efficiency of sorting (yield) was calculated indirectly by using the percentage of sfGFP+ nuclei that remained in the INTACT supernatant compared to the percentage of sfGFP+ nuclei in the original solution.

### 4.7. Microscopy

For phase-contrast microscopy, 10 µL of the nuclei:Trypan mixed in a 1:1 ratio was loaded into the hemocytometer. Light intensity was kept the same for all groups. Images were obtained using Leica DM-IL inverted microscope with 40×/0.5, air objective. For fluorescence microscopy, images were obtained using a Leica AF7000 widefield microscope equipped with a Hamamatsu-Flash4-USB3-101292 camera, an LED lamp (Sola Light Engine, SE 5-LCR-VB, Lumencor, Beaverton, OR, USA) and LAS X software (Institute for Molecular Biology, Mainz, Germany). Images were acquired with a HC PL FLUOTAR L 20/0.40 or a 40/1.1 objective lens using the same settings for each image. Images visualizing GFP fluorescence were acquired using an L5 filter (BP 480/40, FT505, BP 527/30), and DAPI was imaged using an A4 filter (BP 360/40, FT400, BP 470/40). Images were analyzed using FIJI (v 1.51 h) as in Chongtham et al. [28]. Manual analysis was performed by drawing an ellipse in the area of the image encompassing the nucleus under observation while automatic analysis was performed using a macroscript [28]. Statistical analyses were performed using Student’s unpaired *t*-test (assumption: equal SD between populations) in GraphPad Prism (8.4.2).

### 4.8. RNA Isolation and nucRNA-Seq Library Preparation

Ten thousand INTACT- or FANS-nuclei were collected in 100 μL of RLT buffer followed by flash freezing. RNA was purified using the RNeasy Micro kit (Qiagen 74004, Hilden, Germany) following the manufacturer’s instructions. For the RNA-seq library comparison, we used two different protocols: a ribo-depletion based method, using the Ovation^®^ SoLo RNA-Seq System (NuGEN M01406v2, Redwood City, CA, USA) and a polyA enrichment-based protocol, using SMART-Seq^®^ v4 Ultra^®^ Low Input RNA Kit for Sequencing (Clontech 634894, Mountain View, CA, USA). 

NuGEN’s Ovation SoLo protocol: NGS library preparation was performed following NuGEN’s standard protocol (M01406v2). Libraries were prepared with a starting amount of 1.5 ng and amplified in 14 PCR cycles. *Clontech’s SmartSeq protocol*: Clontech’s SMART-Seq v4 Ultra Low Input RNA Kit (112219) was used for cDNA generation from 1.5 ng of total RNA, following the manufacturer’s recommendations. cDNA was amplified in 11 cycles of LD-PCR. The resulting cDNA were sheared using an S2 focused ultrasonicator (Covaris, Woburn, MA, USA) with the following parameters: 20% duty cycle; 0.5 intensity; 50 cycles/burst; 20 °C; 60 s. The NGS library preparation was performed with 3.16 ng of sheared cDNA with NuGEN’s Ovation Ultralow System V2 M01379 v5. Libraries were amplified in 11 PCR cycles. 

Both NuGEN and Clontech libraries were profiled in a High Sensitivity DNA Chip on a 2100 Bioanalyzer (Agilent technologies, Santa Clara, CA, USA) and quantified using the Qubit dsDNA HS Assay Kit, in a Qubit 2.0 Fluorometer (Life technologies, Carlsbad, CA, USA). All eight samples (4 NuGEN and 4 Clontech) were pooled together in equimolar ratio and sequenced on 1 NextSeq 500 Midoutput Flowcell, PE for 2 × 72 cycles plus 16 cycles for the index read and five dark cycles upfront. These dark cycles were included to avoid having unbalanced first bases of Read 1, introduced in the reverse transcription step of the NuGEN’s Ovation SoLo protocol. Consequently, there was no need to trim the reads for data analysis. For INTACT and FANS nuclear RNA-seq comparison, libraries were prepared using NuGen Ovation SoLo RNA-Seq System following NuGen’s standard protocol. Libraries were prepared with a starting amount of 1.23 ng and amplified in 13 PCR cycles. All samples (INTACT and FANS) were pooled in equimolar ratio and sequenced on 1 NextSeq 500 Highoutput Flowcell, SR for 1 × 70 cycles plus 16 cycles for the index read and five dark cycles upfront. All RNA-seq library preparations and sequencing were performed by the Genomic Core Facility from the Institute of Molecular Biology (IMB, Mainz, Germany).

### 4.9. RNA-Seq Data Analysis

FANS and INTACT Nugen Ovation RNA Solo library single end sequenced data quality assessment was performed using FASTQC (v. 0.11.8). Read alignment was done using STAR aligner (v2.7.1a) [62] to the *Mus musculus* genome (mm10) UCSC annotations with default parameter. Further, duplicates were removed using UMI (Unique Molecular Identifier) introduced by Nugen Ovation RNA Solo library. Uniquely mapped reads were retained in the output BAM file. Samtools(v1.7) [63] was used to sort and index mapped files. Read count per gene was calculated using HTSeq (v0.11.1) [64]. Normalization and differential expression analysis were conducted using the DESeq [63] Bioconductor package with an FDR rate of 0.05. The DAVID database was used for gene ontology analysis. 

### 4.10. ATAC-Seq Library Preparation

The ATAC-seq was performed in three technical replicates per technique as previously described [37]. Briefly, 50,000 INTACT or FANS nuclei were collected in 50 μL cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% IGEPAL CA-630) and centrifuged at 750× *g* for 15 min using a cold centrifuge (4 °C). Immediately after centrifugation, the pellet was resuspended in the transposase reaction mix (25 μL 2× TD buffer, 2.5 μL transposase (Illumina FC-121–1030, San Diego, CA, USA) and 22.5 μL nuclease-free water). The transposition reaction was carried out for 30 min at 37 °C. Following transposition, the sample was purified using a Qiagen MinElute kit (Qiagen, 28006, Hilden, Germany) following the manufacturer’s instructions. After purification, the library was amplified using 1× NEBnext PCR master mix (NEB M0541, Ipswich, MA, USA) and 1.25 μM of custom Nextera PCR primers 1 and 2 (See [37]). An optimization qPCR quantification was performed as described in Buenrostro et al. [37]. The following PCR conditions were used: 72 °C for 5 min; 98 °C for 30 s; thermocycling at 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min. After 11–12 cycles of PCR amplification, samples were further purified using Qiagen MinElute kit. To remove primer dimers, samples were further purified using AMPure beads XP (Beckman Coulter, Brea, CA, USA) with a ratio of ×0.9 of beads to samples. The purified samples were then analyzed in bioanalyzer (Agilent) and sequenced on NextSeq 500 Highoutput Flowcell (150-cycles PE for 2 × 75bp). Sequencing was performed by the Genomic Core Facility from the Institute of Molecular Biology (IMB, Mainz, Germany).

### 4.11. ATAC-Seq Data Analysis

The ATAC-seq data quality check was performed using FASTQC (v. 0.11.8). Further, adaptors were removed using Trimmomatic (v0.39) [65]. Paired-end ATAC-seq reads were mapped to *Mus musculus* genome (mm10) UCSC annotations using Bowtie2 (v2.3.5.1) with default parameters. Properly paired end reads with high mapping quality (MAPQ ≥ 10) were retained in analysis with the help of Samtools (v1.7). Next, using Picard tools MarkDuplicates utility, duplicates were removed. ATAC-seq peaks were called using MACS2 (v2.1.1.20160309) [66] and visualized with UCSC genome browser. Peaks that were reproducible in all samples were considered for differential accessible region analysis. Differential accessible region analysis was performed using DESeq (*p*-value cutoff of 0.05). Further, peaks were annotated using the annotatePeaks.pl utility of HOMER. For motif enrichment analysis findMotifGenome.pl utility (HOMER) was used. 

## Figures and Tables

**Figure 1:**
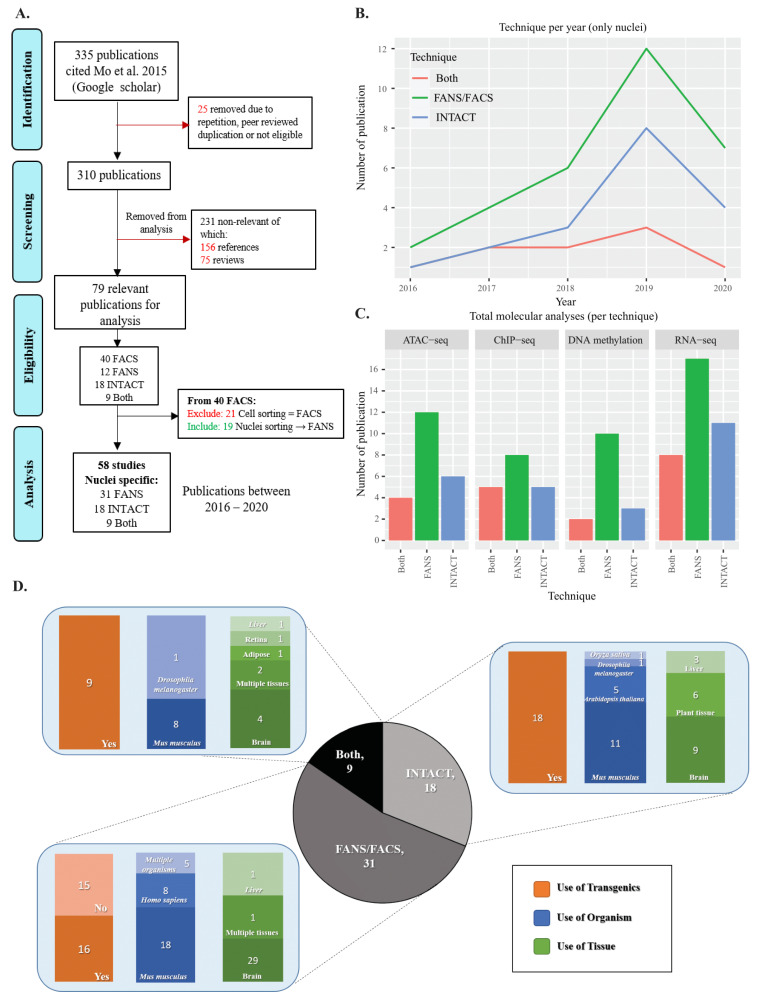
Literature review of Mo et al.’s (2015) citations: (**A**) literature review workflow for assessing the usage of INTACT and FANS; (**B**) publication trend of individual techniques per year; (**C**) use of subsequent sequencing techniques per year of publications for INTACT, FANS or both; (**D**) overview of the use of transgenics, organism, and tissue per technique (see Supplementary Materials Table S1 for additional information).

**Figure 2:**
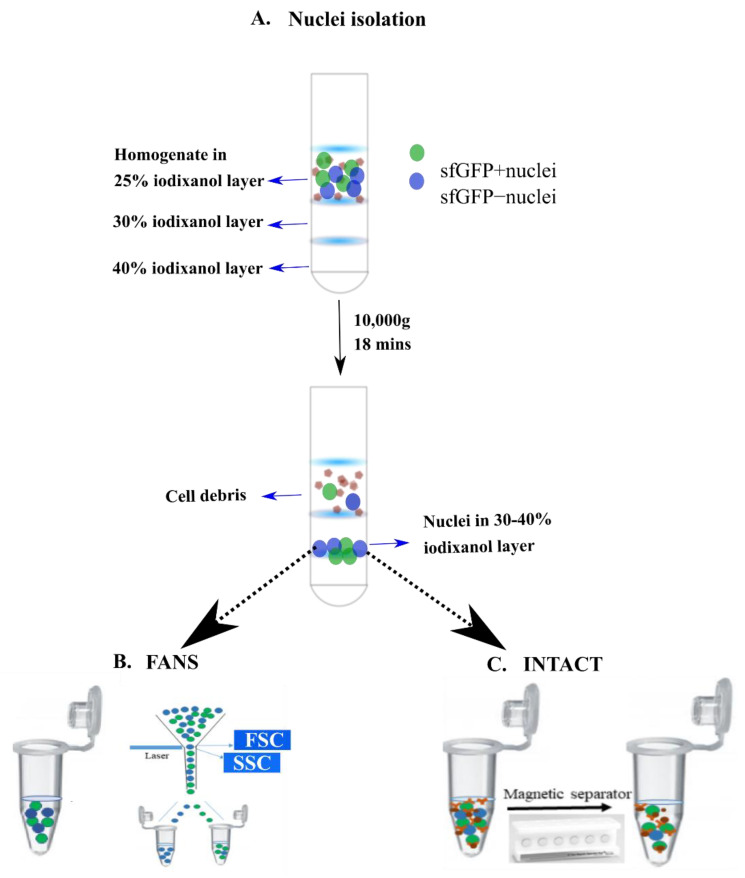
FANS vs. INTACT: Procedural differences and purity estimation: (**A**) nuclei extraction via ultracentrifugation (adapted from Chongtham et al. (2020)); (**B**) nuclei sorting using FANS; (**C**) magnetic separation of bead-bound nuclei using INTACT.

**Figure 3:**
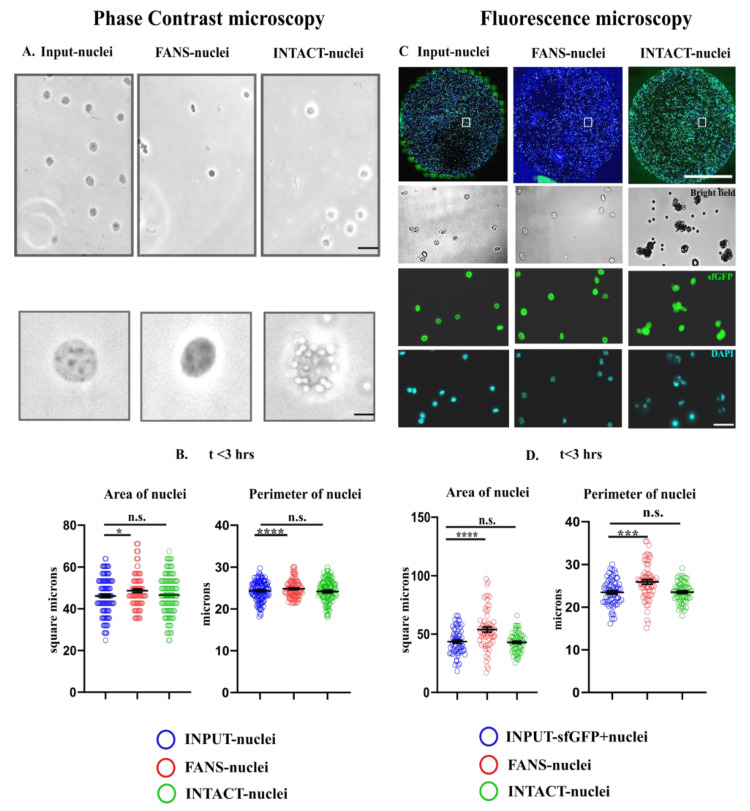
Morphological comparisons between FANS- and INTACT-sorted nuclei. Nuclei were isolated from the neocortices of 13–16 week old mice and sfGFP+ nuclei were sorted using FANS or INTACT. (**A**) For phase contrast microscopy, sorted nuclei were observed within 2–3 h of the sort. Representative images of INPUT-, FANS- and INTACT-nuclei. Scalebar: 25 µm. (**B**) Nuclei area and perimeter after sorting with FANS or INTACT. Both parameters in FANS- but not INTACT nuclei (n.s. (*p* > 0.05) increased significantly compared to the INPUT-nuclei (*p* < 0.05 (*), *n* = 100–200 nuclei). Scalebar: 5 µm, Air Objective, 40×. (**C**) For fluorescence microscopy, sorted nuclei were embedded in IBIDI chambers within 3 h or within 4–6 h of the sort. Representative images of INPUT-, FANS- and INTACT-nuclei (within 3 h of the sort) in the wells of IBIDI chambers and the representative enlarged images showing brightfield, GFP, and DAPI fluorescence along with the magnetic beads (2.8 µm diameter) showing a green autofluorescence (for INTACT) are shown. Scale bar: 2 mm (inset), scale bar—25 µm, water objective, 20× and 40×. (**D**) Analysis of nuclei area embedded in the IBIDI chambers within 3 h after sorting manually. Significant increase in the size of FANS-nuclei <3 h of sorting (nuclei area and perimeter) compared to the sfGFP+ INPUT-nuclei (*p* < 0.001 (***), *p* < 0.0001 (****), *n* = 100–200 nuclei) while no significant changes in INTACT-nuclei.

**Figure 4:**
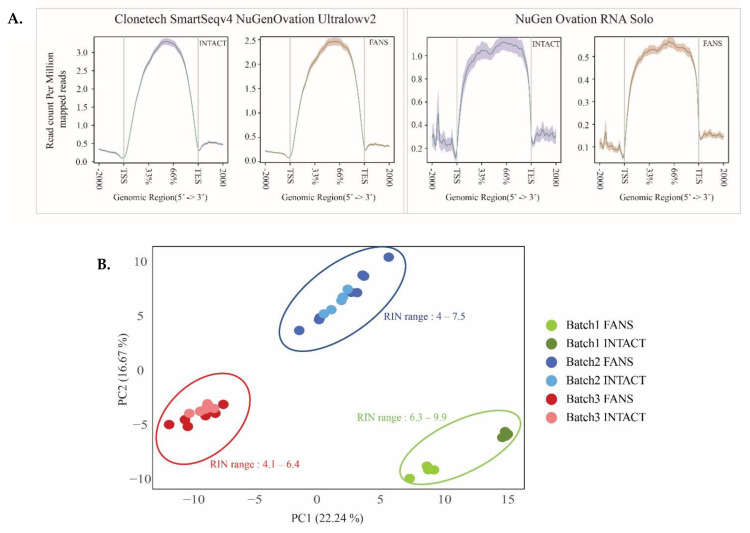

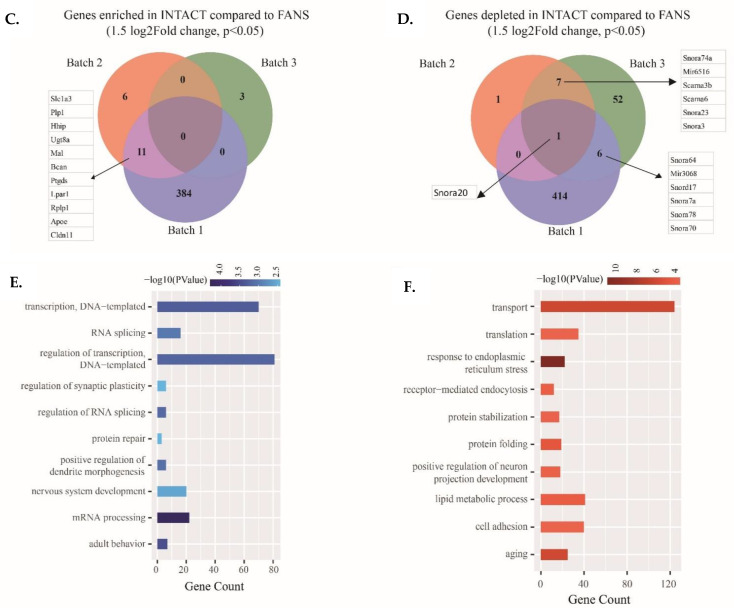
Transcriptional comparison between FANS- and INTACT-nuclei with distinct RIN values: (**A**) FANS/INTACT-mapped reads across the gene body based on library preparation strategy; (**B**) combined PCA from the three batches with distinct RIN values; (**C**) Venn diagrams of shared upregulated genes in INTACT compared to FANS among the 3 batches (1.5-fold change, *p* < 0.05); (**D**) Venn diagrams of shared downregulated genes in INTACT compared to FANS among the 3 batches (1.5-fold change, *p* < 0.05); (**E**,**F**) GO term enrichment analysis of INTACT-depleted (**E**) genes and enriched (**F**) compared to FANS. (Data represent depleted and enriched in INTACT compared to FANS).

**Figure 5:**
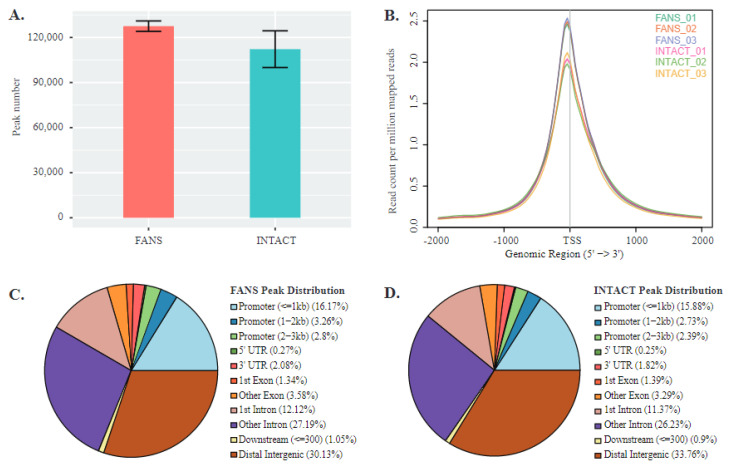

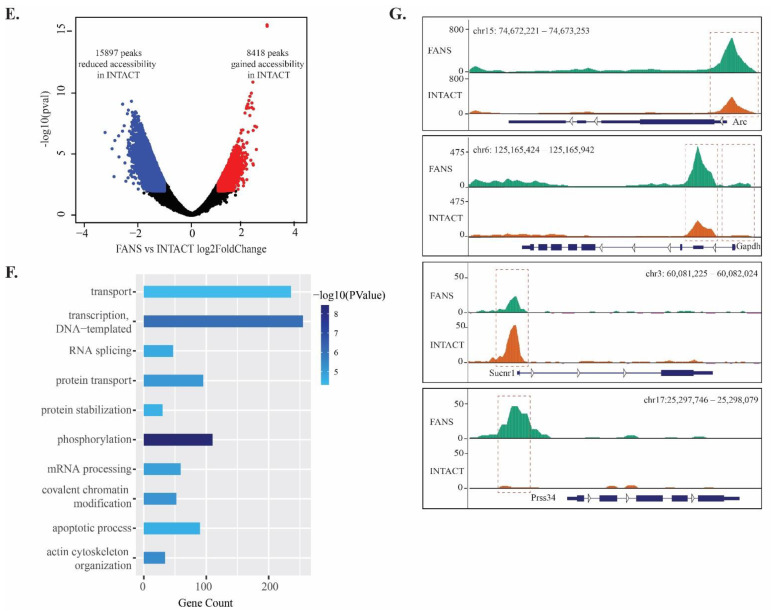
Chromatin accessibility comparison between FANS- and INTACT-nuclei: (**A**) average peak number in FANS and INTACT; (**B**) mapped reads coverage at transcriptional start site (TSS) in FANS and INTACT; (**C**,**D**) peak distribution across distinct genomic regions of FANS (**C**) and INTACT (**D**); (**E**) volcano-plot of differentially accessible regions (DARs) between INTACT and FANS; (**F**) GO term enrichment analysis for INTACT loss-accessibility genes compared to FANS; (**G**) genome browser tracks of selected genes Arc (IEGs), Gapdh (positive control), Sucnr1 (Gained accessibility in INTACT), and Prss34 (Gained accessibility in FANS).

**Table 1:** Processing speed of sfGFP+ nuclei separation using FANS and INTACT (mean of biological replicates).

Brain Region\Property Tested	Nuclei Yield (×104/mL)	Total Volume (μL)	Input Nuclei sfGFP+%	Actual 5k Nuclei/Sample (mins)		Theoretical 50k Nuclei/10 Samples (mins)		sfGFP+ Nuclei Yield from INTACT		
				FANS	INTACT	FANS	INTACT	GFP% Supernatant	Yield %	Purity
Small–medium brain regions										
Nucleus accumbens	73	300	18.95	2	35	200	60	16.5	15	98.5
Hypothalamus	60	400	12.8	3	35	300	60	7.6	44	98.2
Pituitary	140	400	47.45	1	35	100	60	28.9	40	99.1
Hippocampus	136	400	23	1.5	35	150	60	12.3	50	99.8
Large brain regions										
Neocortex 1	>200	900	29.3	-	-	-	-	3.6	87	98.5
Neocortex 2	>200	900	26.7	-	-	-	-	3.7	86	93.6

**Table 2:** Qualitative and quantitative differences between INTACT and FANS.

Parameter Compared	INTACT	FANS
**Experimental approach**	➢ Affinity purification-based approach of nuclei isolation	➢ Flow cytometry-based approach of nuclei isolation
**Processing speed**	➢ Relatively high processing speed. ➢ Processing of multiple samples ➢ Reduced experimental waiting time for multiple samples	➢ Relatively low processing speed. ➢ One sample collection at a time ➢ Increased experimental waiting time (if many samples considered)
**Quantification accuracy**	➢ Decreased accuracy compared to FANS ➢ Quantification based on manual hemocytometer counting	➢ Higher accuracy compared to INTACT
**Tissue/cellular amounts requirement**	➢ Protocol needs to be modified for different tissue amounts	➢ Protocol remains the same for any type of tissue amount (from low to high)
**Effect on nuclear structure**	➢ Physiological changes of isolated nuclei undetectable under the experimental setup	➢ Physiological changes detectable under the experimental set-up
**Transcriptional alterations**	➢ Minor inter-variability between samples ➢ Enriched genes associated with “transport” and “response to ER stress”	➢ Considerable inter-variability between samples ➢ Enriched genes associated with “regulation of transcription and “mRNA processing”
**Chromatin accessibility alteration**	➢ Accessibility peaks associated with intergenic compared to FANS ➢ Reduced accessibility in promoters of gene associated with “transcription- DNA template”, “mRNA-processing” and cellular response to DNA damage stimulus”	➢ Accessibility peaks associated with promoters compared to INTACT ➢ No significant reduced accessibility GO terms compared to INTACT
**Cost**	➢ Cost-effective	➢ Expensive equipment required

## Data Availability

The accession numbers reported in this paper are RNA-seq and ATAC-seq (GSE165644). The UCSC browser session link of ATAC data is http://genome.ucsc.edu/s/kanak/INTACTvsFANS_ATACseq. Flow cytometry data were deposited in the FlowRepository (Repository ID: FR-FCM-Z3FX; URL: http://flowrepository.org/id/RvFr7OlCuBDNO3jJvcCSmzBtpm8kB4awZ171aa6EYpEWhRexLS53Huns0tPx3RDR.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22105335/s1.

How the deposited data were processed for this re-analysis (not part of the article)

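Nuclear RNA-seq and ATAC-seq of neocortical sfGFP+ nuclei isolated by FANS or INTACT were analysed from the tables that the authors made from their reads. The RNA-seq tables hold 31 libraries in 3 batches, 18 of FANS and 13 of INTACT, and the ATAC-seq lists hold 6 libraries, 3 of each technique, which are technical replicates of one biological source. The batches were taken as the 3 tables, numbered as in the paper. For batch 2 the design assumed 8 FANS and 5 INTACT libraries, as the labels list, whereas 7 and 4 were used here. The comparison of library kits in the hippocampus and the staining and flow cytometry data were not analysed here.

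According to the methods, the authors aligned the RNA-seq reads with STAR to mm10, removed duplicates by molecular identifiers, counted uniquely aligned reads per gene with HTSeq and scaled them with DESeq. The deposited values are therefore a signal per gene, read counts divided by 1 size factor per library within each batch, with no use of gene length. The steps between low values gave the worth of 1 read in each library, and 100% of the values were then whole reads. The tables list 24421 genes and 5 summary rows, which were left out of the tests and of the totals. The summary row of reads outside gene features held 71.3 to 85.1% of all reads. Of the genes, 23165 were matched to the mm10 annotation by symbol and 1095 by an older symbol.

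For the ATAC-seq, the authors aligned the reads with Bowtie2 to mm10, kept properly paired reads of sufficient mapping quality, removed duplicates with Picard and called peaks with MACS2 in each library. The text of the paper names neither the parameters of the peak calling nor a shift of the reads. The deposited lists give, for each peak, a score that is 10 times its -log10 q-value, the fold enrichment at the summit over the local background, and the -log10 p-value and -log10 q-value of the summit, all as the authors' peak caller wrote them. Apart from values printed for single loci, these values were used only to rank and filter peaks within a list, with the fold enrichment taken as the height. The top-ranked peaks of a list were chosen by -log10 p-value, with ties broken by fold enrichment. Read depth is unknown for these libraries, so no interval or limit of detection was computed, and the differential test of the study, which needs read counts per region, was not repeated. The smallest -log10 q-values of the lists were 1.302 to 1.318, and no 2 peaks of a list overlapped.

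RNA-seq was compared between techniques within each batch with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend on log2(normalized count + 1), over genes with a mean normalized count of at least 5. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1.5-fold. Counts of calls on the recovered whole reads with the quasi-likelihood test of edgeR 4.0.16 and with DESeq2 1.42.0 served as alternatives. The batches were combined per gene by Stouffer's method with weights by the square root of the number of libraries, and the effect of technique was compared between batches with an interaction term. Shared calls were compared with chance by the exact hypergeometric distribution. Gene lists were tested with camera at a preset correlation of 0.01, and also with fry and with an estimated correlation. The lists were endoplasmic reticulum stress and folding (38 genes written), mRNA processing (37), nuclear long non-coding RNAs (15), abundant cytoplasmic mRNAs (23), astrocytes (18), oligodendrocytes (21), microglia (15), vascular cells (16), excitatory neurons (13), inhibitory neurons (12), immediate early genes (14), the Y chromosome (4), and the symbols of small nucleolar RNAs, ribosomal proteins and Zfp genes. A list of mitochondrially encoded genes matched 0 genes of the tables, and lists with fewer than 3 tested genes were not tested. No list shares a gene with another, the cell type lists hold none of the genes of Figure 4C, and the ribosomal protein list holds 1 of them.

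Single values were compared with exact permutation tests, two-sided, over all splits of the libraries. The smallest p that these can give is 0.0286 in batch 1, 0.00303 in batch 2, 0.00126 in batch 3 and 0.1 for the ATAC-seq. Single genes were named by rule: every gene named in the RNA-seq results and in Figure 4C and 4D, Arc, the 4 loci of the browser tracks, and in each batch and direction the 3 genes with the largest log2 fold change among those called with a mean of at least 50 and with no overlap between the techniques. The values of 1 gene that this rule names are not reported here. Reads per library set the precision of the RNA-seq, with 4205665 to 11028713 reads on genes. Reads counted after removal of duplicates stand for molecules, so the standard errors of limma cover counting error and the spread between libraries. The paper gives each RNA-seq batch as a distinct biological source. The SDs and p values within a batch may therefore not include the variation between animals.

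Promoters were taken as the 3 kb around 31647 start sites of 45756 curated transcripts of the mm10 annotation, 31601 of them on the 21 chromosomes with peaks. Peaks of the 6 lists were merged where they overlapped by at least 1 bp. Motifs were searched as the consensus sequences of Supplementary Materials Table S4, within 100 bp of the centre of promoter regions, and compared with Fisher's exact test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0 was used for these steps.

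The alternatives were pseudocounts of 0.5 and 5, no filter and a mean of at least 20, scaling to the 75th percentile, quantile normalization, eBayes without a trend, a log2 fold change of 1.5, unadjusted p-values, the 500 most variable genes, a -log10 q of at least 5, the 99514 top-ranked peaks of each list, promoters within 1 kb, other overlaps and motif searches, and each library left out in turn. The comparisons of the techniques, the lists and these alternatives were chosen before the data were examined, apart from the motif search with at most 1 mismatch, that with each library left out and the comparison of ranks of regions shared by all libraries with its alternatives. Several tests of explanations for the results were chosen after those were seen, as stated where they are given. The comparisons were tested on simulated data made from the libraries' own means and totals. With 200 genes of a mean of at least 20 changed 2-fold, limma found 95%, 97.5% and 99% of them in batches 1, 2 and 3, beside 5, 1 and 2 other calls among 15104, 14872 and 14430 genes tested. Single genes with a lower mean or a change nearer 1.5-fold were not simulated as changed, so these shares do not cover them. The peak comparisons passed 17 of 17 checks on 16200 simulated regions.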

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

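Of the tests below, those of the slope on reads outside gene features, of the slope of the share of these reads on all reads, of a lower share of neuronal nuclei, of the small nucleolar RNAs of batch 3 and of the sex of the mice were chosen after the result was seen, and the others before.

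The share of reads outside gene features was lower in INTACT by -8.857 percentage points in batch 1 and -1.868 in batch 2, beside 0.426 in batch 3. All 4 INTACT libraries of batch 1 and all 4 of batch 2 lay below every FANS library of their batch. More RNA of the cytoplasm carried over with the nuclei is a candidate explanation, since such RNA is spliced and falls on exons. Within the 7 FANS libraries of batch 3 the level of the cytoplasmic list fell as the share rose (r = -0.839, exact permutation p = 0.0157, adjusted over 4 relations 0.0628; rho = -0.964, p = 0.0028; r = -0.997 without the 2 libraries farthest from the median). Within the 7 of batch 2 it did not (r = -0.282, exact p = 0.585; rho = -0.0714, p = 0.906; r = 0.496 without 2 libraries), so this explanation stays open. INTACT had more reads in all than FANS in batch 1 and fewer in batch 2, with differences of 6239732 and -5598124. Within the 7 FANS libraries the relation of the share to the total of all reads did not pass, with r = 0.6 in batch 3 (exact p = 0.152, adjusted 0.304; rho = 0.5, p = 0.267; r = -0.426 without 2 libraries) and r = 0.218 in batch 2 (exact p = 0.638; rho = 0.286, p = 0.556). The slope of the share on all reads within batch and technique, over all 31 libraries, gives a change in share of 0.517 percentage points in batch 1 (95% interval -0.273 to 1.31, and no lower than -1.03 with any 1 library left out), beside a fall with a 95% interval of -10.4 to -7.33, which argues against the total of reads as the cause there. In batch 2 it gives -0.464 (-1.17 to 0.245), beside an interval of -2.89 to -0.843, so the total of reads stays open there. Technique and the handling of the nuclei are the same variable within a batch, so a change in the nuclei themselves was not tested.

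The number of genes called in batch 1, 1205 in all (609 and 596), exceeded that of every other split of its libraries, 1 of 35 splits giving as many, and the other splits gave 0. For batches 2 and 3, 2 and 1 of 100 splits gave as many, with up to 28 genes in another split of batch 2 and 7 in another split of batch 3, and for the combination of batches 1 of 100 did, with up to 50 in another. The INTACT libraries of batch 1 had more reads, but with the reads of every library thinned to 4853224, 1163 genes were still called (575 enriched and 588 depleted, of which 475 and 491 had been called with all reads). After subtraction of the trend with exon length and GC content, 1007 genes were called (432 and 575), beside 1201 before it, with 351 enriched and 489 depleted genes called both times. The tests argue against depth, length and GC content as the whole cause. The fold changes of batch 1 went against the slope of each gene on the share of reads outside features within the 14 FANS libraries of batches 2 and 3, with a Spearman rho of -0.533 across 14332 genes, which are not independent replicates. The same rho was -0.298 for the fold changes of batch 2 and 0.184 for those of batch 3. The values are consistent with a common source of both differences of batch 1, which may be technical.

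The effect of technique differed between batches for 1394 genes (batches 1 and 2) and 3146 genes (batches 1 and 3). Between batches 1 and 2, the median difference of the log2 fold changes was past the threshold under camera and fry for endoplasmic reticulum stress (0.2744), nuclear long non-coding RNAs (-0.3869), abundant cytoplasmic mRNAs (0.3236), astrocytes (0.6824), immediate early genes (0.2063) and ribosomal proteins (0.3277). Between batches 1 and 3 it was so for endoplasmic reticulum stress (0.4191), nuclear long non-coding RNAs (-0.4488), abundant cytoplasmic mRNAs (0.6559), astrocytes (0.8001), oligodendrocytes (0.3073), small nucleolar RNAs (0.5998) and ribosomal proteins (0.5267). Between batches 2 and 3, camera called 8 of 15 lists and fry 0, and 0 genes passed, 1577 having an unadjusted p under 0.05. The abundant cytoplasmic mRNAs moved up in batch 1 and down in batch 3. Xist was high and Ddx3y at 0 in batch 1 only, so the sex of the mice is a candidate explanation. The list rose by a median of 0.1312 in batch 2, whose levels of both genes were those of batch 3, but sex, RNA integrity and batch changed together, so they cannot be told apart. Other splits of the libraries often called as many lists, 14 of 35 in batch 1, 13 of 100 in batch 2 and 31 of 100 in batch 3, so the number of lists past the threshold within a batch is within what chance gives.

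The astrocyte list rose with a median log2 fold change of 0.84 in batch 1 (18 genes, 11 called, 11 adjusted over the list alone, camera adjusted p = 1.69e-07) and 0.22 in batch 2 (16 genes, 0 called, 1 adjusted over the list alone, 0.0112), and was at 0.01 in batch 3 (17 genes, 0.678). The call of batch 2 was lost without INTACT replicate 1 (0.10) or 2 (0.19), and in batch 3 the sign turned without FANS replicate 1 (-0.05), 4 (-0.04), 6 (-0.02) or 7 (-0.05) or INTACT replicate 2 (-0.06) or 4 (-0.01). The oligodendrocyte list of 21 genes rose by 0.47 in batch 1 (9 called, 9 adjusted over the list alone, 6.56e-07), 0.41 in batch 2 (1 called, 2 adjusted over the list alone, 2.21e-10) and 0.11 in batch 3 (0.0578). The latter passed the threshold without FANS replicate 1 (0.15), 2 (0.15), 3 (0.09) or 5 (0.09) or INTACT replicate 4 (0.15) or 5 (0.12). Of the most abundant genes of these lists, Slc1a2 had 6377 normalized counts in FANS and 7347 in INTACT in batch 1, and Mbp had 1603 and 1630. All 18 astrocyte and 21 oligodendrocyte genes written reached the tested level in the sorted nuclei of batch 1. The microglia and vascular lists had medians of 0.16 (6 genes, adjusted p = 0.608) and 0.55 (7 genes, 0.247) in batch 1, of -0.08 (7 genes, 0.264) and 0.28 (5 genes, 0.0134) in batch 2, and of -0.02 (3 genes, 0.572) and -0.07 (6 genes, 0.572) in batch 3. Under fry the vascular list passed in batch 1 (adjusted p = 7.86e-04) and the microglia list did not (0.213). Neither of these 2 lists passed under fry in batches 2 and 3. In batch 1, 1 gene of each was enriched and 1 depleted, also adjusted over the list alone. In batch 2 the microglia list was at 0.04 without INTACT replicate 3 and the call of the vascular list was lost without INTACT replicate 1 (median 0.35). In batch 3 the microglia list turned positive without FANS replicate 1 (0.0049) or INTACT replicate 1 (0.03), and the vascular list without INTACT replicate 3 (0.02). A lower share of neuronal nuclei in INTACT could raise these lists. It would raise them alike only if the other cell types rose in proportion and their lists responded equally. Whether the lists rose alike was tested on the level of a list in each library, the mean of its genes' log2 values. The shift of this level from FANS to INTACT differs from the median log2 fold changes above. It was 0.94, 0.44, 0.25 and 0.26 for the astrocyte, oligodendrocyte, microglia and vascular lists in batch 1. The SD of these 4 shifts was 0.323 (exact permutation p = 0.0286, the smallest possible). By this level the astrocyte list rose by 0.502 more than the oligodendrocyte list, 0.689 more than the microglia list and 0.676 more than the vascular list, and its level minus that of the oligodendrocyte list was -0.33 to -0.06 in FANS and 0.21 to 0.31 in INTACT. By the SD of the shifts, the lists did not rise alike in batch 1. This cannot exclude a lower share of neuronal nuclei, for example with mainly astrocyte nuclei added, because the proportions of the other cell types are unknown. A change in astrocyte nuclei or their RNA also stays open and was not tested. In batch 2 the SD of the shifts was 0.234 (exact permutation p = 0.0545), and a lower share of neuronal nuclei stays open there too. Of the 12 pairs of lists in both batches, 0 passed after adjustment and 6 had an unadjusted p under 0.05.

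The small nucleolar RNAs of batch 3 fell as a set in 1 of 100 splits as far as between the techniques, with at most 0.6425 in another split beside 0.6775, whereas 5 of 35 splits in batch 1 and 23 of 100 in batch 2 gave a median as far from 0 (up to 0.1738 and 0.2578). Reads from the introns of host genes are argued against as the source, since reads outside features per read on genes did not fall in INTACT in batch 3 (log2 ratio of 0.04). A loss of nuclear RNA in general is argued against by the nuclear long non-coding RNAs, with a median of 0.1153, a difference in level of -0.77 from the small nucleolar RNAs (exact p = 0.00126, the smallest possible). A loss of short transcripts could not be told apart from a change in these RNAs, as the 5 other tested genes of at most 300 bp that are not microRNA genes, namely Rab26os (-0.19), Rmrp (-0.76), Rnu11 (-0.85), Rnu12 (-1.09) and Snhg9 (0.06), had a median of -0.763, and the small nucleolar RNAs fell by only -0.1 more in level (exact p = 0.448). The 177 microRNA genes of that length had a median of 0.131. A change in the nucleus with the technique stays open and was not tested.

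A single library stood apart from the others of its batch and technique in 6 of 130 groups tested over 22 measures, where 6.5 are expected by chance. FANS replicate 5 of batch 2 had 90.44 normalized counts of Snora20 beside 30.0 to 44.9, and INTACT replicate 3 of batch 3 had 9.03 beside 22.3 to 24.7. In batch 1, FANS replicate 2 had reads on 17460 genes beside 17281 to 17283, INTACT replicate 2 had a level of the cytoplasmic list of 0.205 beside 0.231 to 0.236, and INTACT replicate 1 had levels of the microglia list of -0.178 beside 0.193 to 0.249 and of the nuclear long non-coding RNA list of -0.114 beside -0.218 to -0.203. No biological explanation was tested for these single libraries, and their number is what chance gives.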

How the results depend on the processing

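All alternatives were set in advance, apart from the motif search with at most 1 mismatch, the motif searches with a library left out and the alternatives of the comparison of ranks, and no tests were added here after the results were seen.

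Of 2248 alternative values for 156 results under 25 kinds of setting, 1955 kept their direction, their side of the threshold and, for counts, stayed within 1.5 times. The share of variance between techniques, the intergenic share and the fall of the small nucleolar RNAs in batch 3 kept theirs with each library left out, the last at -0.753 to -0.5726 and the intergenic share at 3.387 to 3.618. The difference in the number of peaks kept its direction but moved from -15320 to between -21162 and -8972, the latter without INTACT replicate 2. The counts of batch 1 did so too, at 536 to 717 enriched and 538 to 646 depleted genes.

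At a log2 fold change of 1.5 in place of 1.5-fold, 31 genes were enriched and 57 depleted in batch 1, 1 and 0 in batch 2 and 0 and 4 in batch 3, fewer because the threshold is stricter. With unadjusted p-values, which are looser, they were 90 and 114 in batch 2 and 83 and 128 in batch 3. DESeq2 called 6 and 2 in batch 2 and 0 and 27 in batch 3. eBayes without a trend called 3 and 1 in batch 2 and 1 and 11 in batch 3. Without a filter on low genes, 3 were depleted in batch 2 and 9 enriched in batch 3. A pseudocount of 5 gave 0 enriched genes in batch 3, and 18 and 28 genes in the combination of batches, where a mean of at least 20 gave 9 and 35. The cause was not tested for these.

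With an estimated correlation in place of the preset one, 2, 0 and 0 gene lists passed in batches 1, 2 and 3, the small nucleolar RNAs of batches 1 and 2 (medians of -0.141 and -0.1259), tested on their own, no longer had an unadjusted p under 0.05, and the endoplasmic reticulum list of batch 1 (0.3224) no longer passed after adjustment over the lists, because this setting adds the spread shared by the genes of a list. Adjusted over the lists, the small nucleolar RNAs of batch 1 had not passed under the preset correlation either. With fry they had no unadjusted p under 0.05 in batches 1 and 2, and 0 and 1 lists passed in batches 2 and 3. Quantile normalization reversed the medians of mRNA processing (0.0079) and of excitatory neurons (0.0058) in batch 1, 75th percentile scaling that of the nuclear long non-coding RNAs in batch 2 (-1e-04), and a mean of at least 20 that of astrocytes in batch 3 (-0.0314). The cause was not tested.

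Samples with the same replicate number in FANS and INTACT did not deviate together, with correlations of -0.07 to -0.01 in batch 1, -0.056 to -0.004 in batch 2, -0.03 to 0.112 in batch 3 and 0.001 to 0.009 in the ATAC-seq, so the numbers were not taken as pairs. With the replicate block, which uses only the libraries with a shared number, 3 genes were enriched and 0 depleted in batch 2 and 29 and 85 in batch 3, 2 enriched genes were shared by batches 1 and 2 and 0 depleted genes by batches 2 and 3, and medians changed sign in batch 2 for mRNA processing (-0.0731), nuclear long non-coding RNAs (-0.0948) and microglia (0.1656) and in batch 3 for astrocytes (-0.0359) and Zfp genes (0.0027).

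With the same number of top-ranked peaks in each list, the promoter share was lower in INTACT by -0.987 percentage points, the promoter height differed by -2.824 percentile points and 4546 regions were INTACT-specific, and within 3 kb the height differed by -1.913. At a -log10 q of at least 5 the difference in the share on chromosome X was 0.863. With whole regions searched or 1 mismatch allowed, 4 motifs were found less often in FANS-specific promoters, and with 1 mismatch 1 also less often in INTACT-specific ones. The FANS-specific promoters are shorter than the shared ones (median widths of 446 and 1010 bp), which lowers what a search of whole regions finds in them. Among the promoters compared by rank, matching on GC content left 1 motif among those ranked higher and 2 among those ranked lower, 1 mismatch gave 3 among the latter, and both together 2. The cause was not tested.

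Across the fits that each left out 1 library, the ranges were 5 to 35 enriched and 1 to 10 depleted genes in batch 2 and 0 to 8 and 32 to 64 in batch 3, -0.1684 to -0.067 and -0.1638 to -0.0609 for the small nucleolar RNAs in batches 1 and 2, -0.0815 to 0.0263 for mRNA processing and -0.046 to 0.0263 for excitatory neurons in batch 1, and 3 to 8 lists in batch 2. They were -0.0046 to 0.0373 for nuclear long non-coding RNAs and -0.2171 to 0.0448 for microglia in batch 2. In batch 3 they were -0.0596 to 0.0883 for astrocytes, -0.0437 to 0.0334 for microglia, -0.1498 to 0.0164 for vascular cells, -0.0083 to 0.0564 for the Y chromosome and -0.0165 to 0.003 for Zfp genes. For the ATAC-seq they were -0.269 to 0.672 for the promoter share, 9396 to 13548 FANS-specific and 3066 to 5081 INTACT-specific regions, and 0 to 2 motifs in FANS-specific promoters.

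Of single genes, lists and motifs, 70 other values changed under the other settings, 54 weaker and 16 stronger, and 113 changed with a library left out, 84 weaker and 29 stronger. The 3 libraries per technique limit the ATAC-seq, where no permutation p can be under 0.1, and its read depth is unknown.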

Differences from the paper's values

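The tests on ranks of shared regions were chosen after the result was seen, and all other tests and settings named here were set before the data were examined.

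The paper reports 395 enriched genes in batch 1, where 609 were found here. The alternatives within 1.5 times of the paper's number were a pseudocount of 5 (541), a mean of at least 20 (520), 75th percentile scaling (579), quantile normalization (585), eBayes without a trend (554), DESeq2 (510) and leaving out FANS replicate 3 (577) or INTACT replicate 1 (580), 2 (543), 3 (536) or 4 (565). The other 9 were not, with 31 at a log2 fold change of 1.5 and 596 to 717 otherwise. The paper's supplementary list is held here in a shortened copy of 1669 genes, whose sheets of enriched and depleted genes hold 394 and 420, beside 395 and 422 in the text, and all 1656 of its genes that were tested here changed in the same direction.

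For batch 2 the paper reports 9 depleted genes, where 5 were found. A pseudocount of 5 (7), leaving out FANS replicate 2 (10) and leaving out FANS replicate 8 (6) gave numbers within 1.5 times of the paper's, and the other 20 of 23 alternatives did not. Batches 2 and 3 shared 7 depleted genes in the paper and 4 here, and all 3 batches shared 1 in the paper and 0 here. None of the 7 alternatives run for these overlaps closed either gap.

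The paper names genes as changed in both of a pair of batches that did not pass in one of them here. Hhip had a log2 fold change of 0.75 in batch 2 (limma, adjusted p = 0.0536) and was called with a pseudocount of 5, edgeR, unadjusted p-values or without FANS replicate 2, 4 or 5. Ugt8a had 0.58 in batch 1 (1.18e-07), under 1.5-fold, and was called with edgeR or without FANS replicate 1 or 4 or INTACT replicate 4. Apoe had 0.57 in batch 2 (0.0142), under 1.5-fold, and was called with edgeR, DESeq2 or without FANS replicate 4, 5 or 8 or INTACT replicate 4. In batch 2, Snora74a had -0.58 (0.0856) and was called without FANS replicate 2, Scarna3b had -0.63 (0.0771) and was called with unadjusted p-values or without FANS replicate 2, and Snora3 had -0.75 (0.0691) and was called with unadjusted p-values or without FANS replicate 2 or 8. In batch 3, Snord17 had -0.61 (0.0804) and was called with edgeR, unadjusted p-values, the fit on shared numbers or without FANS replicate 7, and Snora70 had -0.57 (0.0664) and was called with edgeR or without FANS replicate 2, 5 or 7.

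The paper gives Snora20 as depleted in all batches. In batch 2 it had a log2 fold change of -0.79 (limma, adjusted p = 0.0977) and was called only with unadjusted p-values.

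In the paper's combined principal component analysis only batch 1 separates by technique. Here the INTACT and FANS libraries of batch 2 did not overlap on the second component either, at -22.4 to -11.5 and -9.96 to 4.42.

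The paper describes fewer promoter peaks by share in INTACT. The difference in share was 0.25 percentage points here, and it went the paper's way with the same number of top-ranked peaks in each list (-0.987) and without INTACT replicate 2 (-0.269). The paper's browser tracks (Fig. 5G) show a lower peak in INTACT at Arc and Gapdh. By percentile of height within each list, the techniques overlapped at both, with 36.0 to 50.2 in INTACT and 45.8 to 49.4 in FANS at Arc and with 64.5 to 66.6 and 60.7 to 67.8 at Gapdh. A percentile within a list cannot show a difference shared by the whole list, so this does not count against the tracks. The -log10 q was lower in every INTACT list at both loci. At Arc it was 79.0 to 183 in INTACT and 273 to 351 in FANS. At Gapdh it was 76.4 to 112 and 176 to 242. The fold enrichment overlapped at both. Because read depth is unknown, these scores were not tested between lists.

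The paper lists enriched motifs in FANS promoters, where 0 of the 7 motifs passed an adjusted or unadjusted p of 0.05 here. The 2 searches are not alike, because the paper used peaks reproducible in all samples and another motif method. The search without mismatch found a motif in at most 14 of the 891 FANS-specific promoters, so it could miss a difference. The lack of a motif here therefore does not count against the paper's list. In the comparison of ranks, which was chosen after seeing these values, NRF, ETS, YY1 and GFY-Staf were found more often in promoters ranked lower in INTACT, as the paper has it, whereas NFY was found less often and Sp1 did not differ. TATA-Box did not pass in either comparison. The paper's terms for genes lower in INTACT in batch 1 include mRNA processing, and the list of such genes had a median log2 fold change of -0.02 (adjusted p = 0.221) and passed the threshold without FANS replicate 4 (-0.08).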

Other observations

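The tests of sex, peak number and GC content for the X chromosome, those of GC content for the intergenic share, that of peak number for the FANS-specific regions and both on ranks of shared regions were chosen after the results were seen, and the other tests before.

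The higher share of peaks on chromosome X in INTACT was weighed against 7 technical explanations. A different mix of promoter, intergenic and other peaks is argued against by a difference of 0.962 percentage points among intergenic peaks alone. Nuclei of different sexes are argued against as well, because 0 of the start sites of Ddx3y, Uty, Kdm5d, Eif2s3y and Xist had a peak in more lists of one technique than of the other, with no peak at the first 4 and peaks at Xist in all 6 lists. With the same number of top-ranked peaks in each list the difference was 0.856, and after weighting the peaks to the same GC content it was 0.682, so neither the number of peaks nor their GC content is the whole cause. Across the 19 autosomes, chromosomes with more start sites per Mb had lower ratios of INTACT to FANS (Spearman rho = -0.824), but X lay 0.307 (log2) above that line, beyond the autosomes, which lay at -0.125 to 0.163. Against the GC content of the whole chromosome (rho = -0.888), X lay 0.019 from the line through the autosomes, whose own distances had an SD of 0.077 and ran from -0.17 to 0.11, with a fitted ratio of 0.46 beside 0.479. X has a GC content of 39.2%, below the lowest autosome at 40.5%, so this extends the line beyond the autosomes. After weighting to the GC content of the surrounding 500 kb, a difference of 0.357 remained. The values suggest a dependence of the peaks on the GC content of large regions, which may be technical, with a part on X that it does not cover at the scale of 500 kb. The sex of the mice, the state of the X chromosome in nuclei and the technique were not varied separately.

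The higher intergenic share in INTACT shrank from 3.49 to 1.931 percentage points after weighting the peaks to the same GC content and to 0.866 after weighting to that of the surrounding 500 kb, so these do not remove it. In the same 2 comparisons the promoter share was higher in INTACT by 1.31 and 2.22 points. The median GC content of the peaks was 49.1% ± 0.287 (SD, n = 3) in FANS and 47.4% ± 0.287 in INTACT, with no overlap (exact permutation p = 0.1, the smallest possible). Over autosomal regions of 500 kb, the log2 ratio of INTACT to FANS in the share of peaks ran from 0.621 where the GC content was under 38% to -0.526 where it was at least 46%. No biological explanation was tested.

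More regions were FANS-specific than INTACT-specific, by a ratio of 3.587. With the same number of top-ranked peaks in each list it was 1.267, and between 1.097 and 1.287 with each library left out, above 1 in 6 of 6 fits. This argues against the number of peaks as the whole cause, though most of the ratio went with it. Without INTACT replicate 2 the ratio over all peaks was 1.849. Of the 10 splits of the 6 libraries, 1 gave as many technique-specific regions, which is the least that 10 splits can give. The permutation p of 3 libraries against 3 therefore cannot fall below 0.1. The split by technique gave 10895 such regions, and the other splits gave 510 to 1198. Every pair of libraries within a technique also shared more regions than any pair across the techniques. These values argue against a chance division of the 6 libraries, which are technical replicates of a single source. INTACT replicate 2, with the fewest peaks, lacked 7582 regions that all other libraries had. Pairs of FANS libraries shared up to 79.3% of their regions, pairs of INTACT libraries 70.6 to 75.0%, and pairs across the techniques up to 69.3%.

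The motif search in technique-specific promoters found 0 motifs past the threshold in the real split, as in the others, so 10 of 10 splits gave as many. After that result, the promoters with a peak in all 6 libraries were compared by rank, where 1 of 10 splits gave as many regions as the 28410 between the techniques, and 1 of 10 gave as many motifs. In promoters ranked lower in every INTACT list, NRF was found in 0.597% beside 0.267% of the promoters that did not change rank (Fisher's exact test, adjusted over 7 motifs, p = 0.00935), ETS in 0.525% beside 0.198% (0.00655), YY1 in 0.787% beside 0.356% (0.00655) and GFY-Staf in 0.095% beside 0.010% (0.0396), whereas NFY was found less often, in 1.67% beside 2.44% (0.00935). Sp1 did not differ (0.835% beside 0.713%, adjusted p = 0.532). In promoters ranked higher in INTACT, Sp1 was found in 1.35% (0.0477) and NFY in 4.23% (9.57e-04), and TATA-Box in 0%. With the promoters matched on GC content only YY1 and NFY differed among those ranked lower and only Sp1 among those ranked higher, so GC content may account for part of these differences. Of the other splits, none gave more than 1 motif, beside 7 between the techniques over both directions.

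The excitatory neuron list of 13 genes had medians of -0.00 (adjusted p = 0.833), 0.04 (0.445) and -0.11 (0.413) in batches 1, 2 and 3, and in batch 1 the sign turned without FANS replicate 2 (0.02) or INTACT replicate 2 (0.03) or 4 (0.01) and with quantile normalization (0.01). The inhibitory neuron list had 0.33 (11 genes, 0.220; 4 enriched and 2 depleted, also adjusted over the list alone), 0.05 (12 genes, 0.677) and -0.22 (10 genes, 0.572). For 14 immediate early genes the medians were 0.15 (0.221; 1 enriched, also adjusted over the list alone), -0.06 (0.264) and -0.04 (0.572). Under fry this list passed in batch 1 (adjusted p = 0.0329) and not in batch 2 (0.419) or 3 (0.586). The 4 genes of the Y chromosome had -0.04 (0.403) in batch 2 and 0.03 (0.851) in batch 3, the latter -0.01 without FANS replicate 2. Arc, whose promoter drove the labelling of the nuclei, had 1473 ± 102 normalized counts (SD, n = 4) in FANS and 1690 ± 53.8 (SD, n = 4) in INTACT in batch 1, a log2 fold change of 0.20 (limma, adjusted p = 0.00329), and -0.05 (0.697) and -0.07 (0.779) in batches 2 and 3.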
